# Hammerhead-type FXR agonists induce an enhancer RNA *Fincor* that ameliorates nonalcoholic steatohepatitis in mice

**DOI:** 10.7554/eLife.91438

**Published:** 2024-04-15

**Authors:** Jinjing Chen, Ruoyu Wang, Feng Xiong, Hao Sun, Byron Kemper, Wenbo Li, Jongsook Kemper

**Keywords:** FXR, enhancer RNA, tropifexor, NASH, Mouse, Human

## Abstract

The nuclear receptor, farnesoid X receptor (FXR/NR1H4), is increasingly recognized as a promising drug target for metabolic diseases, including nonalcoholic steatohepatitis (NASH). Protein-coding genes regulated by FXR are well known, but whether FXR also acts through regulation of long non-coding RNAs (lncRNAs), which vastly outnumber protein-coding genes, remains unknown. Utilizing RNA-seq and global run-on sequencing (GRO-seq) analyses in mouse liver, we found that FXR activation affects the expression of many RNA transcripts from chromatin regions bearing enhancer features. Among these we discovered a previously unannotated liver-enriched enhancer-derived lncRNA (eRNA), termed FXR-induced non-coding RNA (*Fincor*). We show that *Fincor* is specifically induced by the hammerhead-type FXR agonists, including GW4064 and tropifexor. CRISPR/Cas9-mediated liver-specific knockdown of *Fincor* in dietary NASH mice reduced the beneficial effects of tropifexor, an FXR agonist currently in clinical trials for NASH and primary biliary cholangitis (PBC), indicating that amelioration of liver fibrosis and inflammation in NASH treatment by tropifexor is mediated in part by *Fincor*. Overall, our findings highlight that pharmacological activation of FXR by hammerhead-type agonists induces a novel eRNA, *Fincor*, contributing to the amelioration of NASH in mice. *Fincor* may represent a new drug target for addressing metabolic disorders, including NASH.

## eLife digest

Non-alcoholic steatohepatitis, also known as NASH, is a severe condition whereby fat deposits around the liver lead to inflammation, swelling, scarring and lasting damage to the organ. Despite being one of the leading causes of liver-related deaths worldwide, the disease has no approved treatment.

A protein known as Farnesoid X receptor (or FXR) is increasingly being recognized as a promising drug target for non-alcoholic steatohepatitis. Once activated, FXR helps to regulate the activity of DNA regions which are coding for proteins important for liver health. However, less is known about how FXR may act on non-coding regions, the DNA sequences that do not generate proteins but can be transcribed into RNA molecules with important biological roles.

In response, Chen et al. investigated whether FXR activation of non-coding RNAs could be linked to the clinical benefits of hammerhead FXR agonists, a type of synthetic compounds that activates this receptor.

To do so, genetic analyses of mouse livers were performed to identify non-coding RNAs generated when FXR was activated by the agonist. These experiments revealed that agonist-activated FXR induced a range of non-coding RNAs transcribed from DNA sequences known as enhancers, which help to regulate gene expression. In particular, hammerhead FXR agonists led to the production of a liver-specific enhancer RNA called *Fincor*.

Additional experiments using tropifexor, a hammerhead FXR agonist currently into clinical trials, showed that this investigational new drug had reduced benefits in a mouse model of non-alcoholic steatohepatitis with low *Fincor* levels. This suggested that this enhancer RNA may play a key role in mediating the clinical benefits of hammerhead FXR agonists, encouraging further research into its role and therapeutic value.

## Introduction

Nonalcoholic fatty liver disease (NAFLD) is the most common chronic liver disease and a leading cause of liver transplants and liver-related death (Friedman et al., 2018). NAFLD begins with simple steatosis but may further progress to a severe form, nonalcoholic steatohepatitis (NASH), and later, fatal cirrhosis and liver cancer (Friedman et al., 2018). Despite its striking global increase and clinical importance, there is no approved drug for NASH. The urgent need for development of therapeutic agents for NASH has greatly increased research interest in the nuclear receptor, farnesoid X receptor (FXR, NR1H4) (Evans and Mangelsdorf, 2014).

FXR is activated by its physiological ligands, bile acids (BAs), and regulates expression of genes involved in BA, lipid, and glucose metabolism and hepatic autophagy, which maintain metabolite levels and metabolic homeostasis (Calkin and Tontonoz, 2012; Kliewer and Mangelsdorf, 2015; Lee et al., 2006; Lee et al., 2014; Seok et al., 2014). Ligand-activated FXR also protects against hepatic inflammation and liver injury (Jung et al., 2020; Wang et al., 2008). The action of FXR, similar to other nuclear receptors, is achieved primarily by its binding to chromatin loci to regulate the transcription of target genes (Calkin and Tontonoz, 2012; Lee et al., 2006; Lee et al., 2012; Thomas et al., 2010). Consistent with its crucial physiological functions, FXR is increasingly recognized as a promising drug target, particularly for liver diseases, such as NASH and primary biliary cholangitis (PBC) (Abenavoli et al., 2018; Ali et al., 2015; Downes et al., 2003; Kremoser, 2021). For example, semi-synthetic or non-steroidal synthetic agonists of FXR, including obeticholic acid (OCA) and hammerhead-type agonists, such as tropifexor and cilofexor, are currently in clinical trials for NASH and PBC patients (Abenavoli et al., 2018; Kremoser, 2021; Sanyal et al., 2023; Tully et al., 2017). However, how pharmacological activation of FXR mediates such beneficial therapeutic effects is poorly understood.

Non-protein-coding RNAs (ncRNAs) are one of the fascinating discoveries of modern biology (Cech and Steitz, 2014). While a significant portion of the genome was initially thought to be ‘junk DNA’, it has been established that many non-coding regions give rise to functional non-coding RNAs (ncRNAs) (Cech and Steitz, 2014). Of these ncRNAs, long non-coding RNAs (lncRNAs) are a group of transcripts longer than 200 nucleotides and play important roles in diverse biological processes (Lam et al., 2014; Li et al., 2016; Mattick et al., 2023; Sartorelli and Lauberth, 2020; Statello et al., 2021). A group of lncRNAs are produced from genomic regions bearing epigenetic features of enhancers (Hon et al., 2017; Mattick et al., 2023). This is consistent with the idea that many transcriptional enhancers actively transcribe ncRNAs that are referred to as enhancer RNAs (eRNAs, >85k in humans and >57k in mice) (Hirabayashi et al., 2019), some of which are functionally important for enhancer functions (Lai and Shiekhattar, 2014; Li et al., 2016; Sartorelli and Lauberth, 2020). A majority of eRNAs have not yet been annotated in current lncRNA databases, such as GENCODE. Exploring eRNA landscapes and functions in diverse biology and disease states will facilitate our understanding of both lncRNAs and enhancers (Li et al., 2016; Mattick et al., 2023). Indeed, the landscape of eRNAs in mouse liver has been minimally explored (Fang et al., 2014), and has not been well studied in response to specific nuclear receptor activation, such as by FXR. Moreover, functional roles of eRNAs in vivo in intact organisms is understudied.

FXR was shown to regulate expression of small non-coding microRNA (miR) genes, e.g., *Mir34a and Mir802* (Lee et al., 2010; Seok et al., 2021), but it has not been reported whether FXR achieves its function through regulating lncRNAs, which far outnumber miRs. Because FXR directly regulates expression of its target genes (Lee et al., 2012; Thomas et al., 2010), we examined if FXR regulates eRNAs, and if such transcripts participate in its physiological or pharmacological functions. By utilizing RNA-seq and global run-on sequencing (GRO-seq) analyses of livers from mice treated with FXR ligands, we identified a set of FXR-regulated eRNAs. Among these, we focused on a highly induced and abundantly expressed eRNA that we referred to as FXR-induced non-coding RNA (*Fincor*) for functional studies. *Fincor* is highly enriched in mouse liver and is induced specifically by hammerhead-type FXR agonists, including GW4064 and tropifexor. In vivo studies utilizing CRISPR/Cas9-mediated liver-specific knockdown of *Fincor* in dietary NASH mice indicated that *Fincor* is critically involved in mediating the beneficial pharmacological effects of tropifexor in reducing liver fibrosis and inflammation.

## Results

### Activation of FXR by GW4064 induces a novel eRNA, *Fincor*, in mouse liver

To identify eRNAs potentially regulated by FXR, we first obtained a list of putative enhancers in mouse liver based on ENCODE H3K27ac ChIP-seq data (ENCFF001KMI, see Materials and methods). Then, we performed ribo-depleted total RNA-seq in the livers from mice treated with a specific FXR agonist, GW4064, to identify transcripts produced from these enhancer regions (see Supplementary file 1a). 

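Liver RNA-seq libraries were analysed here from the expression table that the authors made from their reads. C57BL/6 mice were fasted overnight and received vehicle or GW4064, a synthetic FXR agonist, at 30 mg/kg for 1 h. The Materials and methods give 4 mice per group and the pooling of liver RNA from 2 mice for each library, so each treatment has 2 libraries from separate mice. The vehicle is corn oil in the paper and DMSO in the sample labels. The paper names the Kapa HyperPrep mRNA kit after rRNA removal, and the labels name a stranded TruSeq kit.
The authors mapped the reads to mm10 with STAR (version 2.7.3a in the submitters' processing notes) and quantified genes with HOMER as length- and depth-scaled read densities (RPKM). Their table has 25124 rows, each with its own gene symbol. In 24932 rows the length equals end minus start, so the values are densities over the whole gene, introns included. RPKM multiplied by gene length and a library total gave whole reads within 0.15 for 100% of the values that could be tested. The rebuilt totals were 13932033 and 14047255 reads for vehicle and 13924464 and 13983902 reads for GW4064, and the RPKM values use these totals. Supplementary file 1a gives larger numbers of uniquely mapped reads, which are the paper's values: 38072659 and 38898913 for vehicle and 40595856 and 39487241 for GW4064. Listed genes held 92.0% to 92.4% of the rebuilt reads, a share that may count reads in overlapping rows more than once. Genes that lie inside another gene on the opposite strand carried the level of their host, with a median ratio of 1.23 over 14 such genes in vehicle replicate 1, so genes whose rows overlap could not be separated.
Log2(RPKM + 0.1) was compared between treatments with limma for the 11408 genes with a mean RPKM of at least 0.5, with Benjamini-Hochberg adjustment. Fold changes are on this scale, which understates the change of genes with low values. The densest row held 3.97 to 4.45 reads per base across the RNA-seq libraries. Whether changes of dense rows are understated too was not tested. In a row of 100 bases, 1 read is worth 0.712 to 0.718 RPKM. In simulated data at these depths every gene had a dispersion of 0.00122, so genes that vary more are not represented. There the test recovered 43.3% of genes changed by 1.5-fold, 76.1% of those changed by 2-fold and 98.5% of those changed by 4-fold. It also called 39 of 11206 unchanged genes, 36 of which lay in rows under 300 bases.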

To avoid confounding issues of RNA signals from genes, we specifically focused on intergenic enhancer regions (±3 kb from H3K27ac peak center) that harbor discernible RNA-seq signals (RPKM >1).

This genomic analysis resulted in identification of 190 high-confidence eRNAs in mouse liver. Among these, 14 eRNAs were upregulated and 5 were downregulated by GW4064 treatment (FDR <0.05, log_2_FC >1, Figure 1A) (see Supplementary file 1b). FXR-regulated eRNAs were produced adjacent to many genes with important roles in liver metabolism and disease, e.g., *Hes1* (Figure 1—figure supplement 1A and B). 

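Hes1, a transcriptional repressor downstream of Notch, rose from 2.80 ± 0.244 RPKM in vehicle-treated livers to 13.1 ± 0.455 RPKM in GW4064-treated livers (SD, n = 2 libraries each). This is a log2 fold change of 2.19 (standard error 0.08, adjusted p = 0.011 from limma). The gene lies on chromosome 16 of mm10 from 30065357 to 30067796. Nr0b2 encodes the corepressor SHP and lies on chromosome 4 from 133553376 to 133556686. It rose from 5.44 ± 1.97 to 31.0 ± 0.752 RPKM, a log2 fold change of 2.54 (standard error 0.27, adjusted p = 0.037).
Supplementary file 1b and Figure 1—figure supplement 1A place 15 genes next to GW4064-induced eRNAs, of which 10 passed the filter on low values. Among these 10 genes, 7 rose, none fell and 3 did not pass the test, and all 10 were higher when adjusted over the list alone. Besides Hes1 and Nr0b2, the genes that rose were Mfsd2a, a transporter of lysophosphatidylcholine (log2 fold change 1.35, adjusted p = 0.043), Gpatch3 (1.15, adjusted p = 0.028), and the transcripts Gm5122 (2.38, adjusted p = 0.015), 4632428C04Rik (2.07, adjusted p = 0.015) and BC039771 (1.48, adjusted p = 0.025). Limma's camera test placed the list above the other genes (adjusted p = 4.24e-10; adjusted p = 0.833 with an estimated correlation; fry adjusted p = 0.0241). Grn had a log2 fold change of 0.37 (adjusted p = 0.087) and Aldh1l1 one of 0.50 (adjusted p = 0.15). Slc35g1, shown in Figure 1—figure supplement 1B, was at 7.20 ± 0.158 RPKM with vehicle and 9.16 ± 0.636 RPKM with GW4064 (log2 fold change 0.34, adjusted p = 0.12).
Of the 6 genes nearest to the GW4064-reduced eRNAs, 2 fell, none rose and 4 did not pass the test, and 3 were lower when adjusted over the list alone. Rxra, which encodes the heterodimer partner of FXR, fell by 0.49 on the log2 scale (adjusted p = 0.036), and Cfhr2 fell by 0.44 (adjusted p = 0.043). This list lay below the other genes (camera adjusted p = 0.00747; adjusted p = 0.833 with an estimated correlation; fry adjusted p = 0.0762). Because the study chose both lists from eRNAs measured in these same libraries, their counts are not independent evidence of direction. The eRNA regions themselves were not analysed here.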

One of the most robustly induced eRNAs was *Fincor*, an unannotated novel transcript located on chromosome 19 (Figure 1A, B, and C). Reverse transcription qPCR (RT-qPCR) confirmed that treatment with GW4064 substantially induced expression of *Fincor,* more than 10-fold in mouse liver, which is similar to induction of *Nr0b2*, a well-known FXR target gene (Figure 1D; Claudel et al., 2005; Evans and Mangelsdorf, 2014; Goodwin et al., 2000). Induction of *Fincor* by GW4064 was transient, peaked within 1 hr and then declined gradually, a pattern similar to that of *Nr0b2* (Figure 1—figure supplement 1C). 

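Around the Fincor region, which Supplementary file 1b places at 17308448 to 17315441 on chromosome 19 of mm10, the RNA-seq libraries measured Rfk and Pcsk5 with narrow error and held few reads of Gcnt1 and Prune2. Rfk, which encodes riboflavin kinase, lies from 17394043 to 17401349 and was at 4.83 ± 0.305 RPKM in vehicle-treated livers and 5.04 ± 0.443 RPKM in GW4064-treated livers (SD, n = 2 libraries each). Its log2 fold change was 0.06 (standard error 0.09, adjusted p = 0.75 from limma), with a 95% interval of 0.872-fold to 1.25-fold. Pcsk5, a proprotein convertase, lies from 17558159 to 17837632 and was at 0.893 ± 0.0163 RPKM with vehicle and 0.956 ± 0.0212 RPKM with GW4064. Its log2 fold change was 0.09 (standard error 0.07, adjusted p = 0.51), with an interval of 0.933-fold to 1.21-fold. Adjusted over the list alone, p was 0.55 for Rfk and 0.52 for Pcsk5.
Gcnt1, a glycosyltransferase of O-glycan synthesis, lies from 17326141 to 17339505, closest to the Fincor region. It was at 0.128 ± 0.0368 RPKM with vehicle and 0.239 ± 0.0714 RPKM with GW4064, which is 19 and 29 reads against 35 and 54 reads, below the filter on low values. With the filter lowered to a mean of 0.1 RPKM, its log2 fold change was 0.56 (adjusted p = 0.32), and the interval of 0.933-fold to 2.34-fold includes both no change and a 2-fold rise. The added 0.1 RPKM is close to its level and shrinks this value; limma-voom on the rebuilt reads with no filter, a setting chosen after seeing the data, gave 0.88 (adjusted p = 0.34), with an interval of 0.921-fold to 3.68-fold. Prune2 lies from 16956118 to 17223932 and was at 0.0115 ± 0.000707 RPKM with vehicle and 0.0140 ± 0.00141 RPKM with GW4064. In the same limma-voom fit its log2 fold change was 0.28 (adjusted p = 0.49), with an interval of 0.888-fold to 1.66-fold.
GRO-seq has 1 library per genotype and treatment, and no test was made. The log2 ratios of these genes are given without the added 0.1 RPKM that GRO-seq ratios in the text otherwise have. Gcnt1 and Prune2 lie below the GRO-seq filter at a mean of 0.5 RPKM. In Fxr-Flox livers the log2 ratios of GW4064 to vehicle were 0.21 for Rfk (counting interval -0.12 to 0.55) and -0.25 for Pcsk5 (-0.31 to -0.18). They were 1.26 for Gcnt1 (0.26 to 2.31, from 14 and 25 reads) and 0.70 for Prune2 (-0.14 to 1.57). In the libraries labelled Fxr-LKO they were -0.27 for Rfk (-0.84 to 0.30), 0.20 for Pcsk5 (0.09 to 0.32), 0.76 for Gcnt1 (-1.60 to 3.44, from 3 and 5 reads) and -0.61 for Prune2 (-1.85 to 0.57).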

Expression of genes adjacent to *Fincor*, including *Gcnt1, Rfk, Pcsk5, and Prune2,* did not change after acute 1 hr FXR activation as shown by RNA-seq (Figure 1C), and confirmed for *Gcnt1* by time course qPCR (Figure 1—figure supplement 1C).

**Figure 1.**
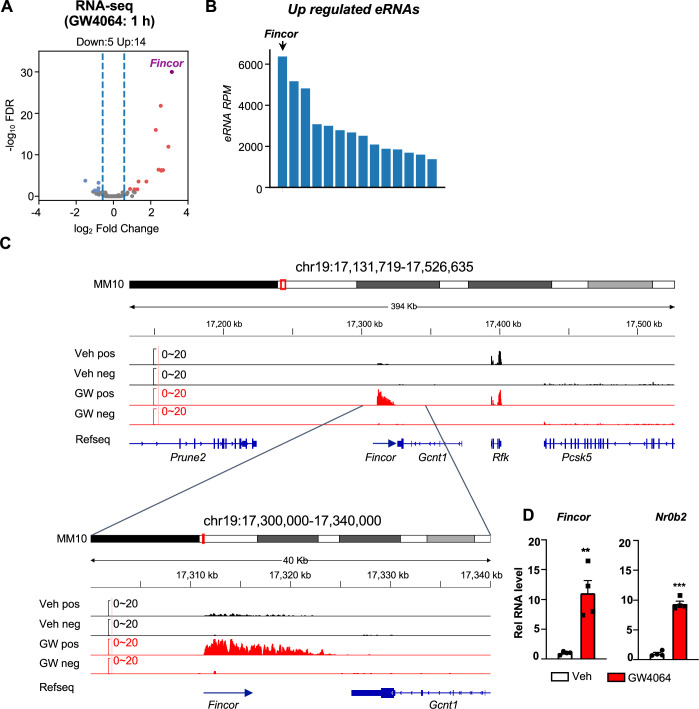
Activation of farnesoid X receptor (FXR) by GW4064 induces FXR-induced non-coding RNA (*Fincor*), a novel enhancer RNA (eRNA), in mouse liver. (**A**) Volcano plot from RNA-seq showing significantly induced eRNAs (*Fincor* is highlighted) in the livers of C57BL/6 male mice treated with GW4064 (i.p*.* injection, 30 mg/kg, 1 hr) or vehicle. The x axis denotes log_2_ fold change (GW4064/Veh) of eRNAs and the y axis denotes -log_10_ FDR of eRNAs. (**B**) A bar plot showing the reads per million (RPMs) of upregulated eRNAs by GW4064 treatment. (**C**) IGV genome browser track showing RNA-seq signals from vehicle or GW4064-treated samples around the *Fincor* locus and its neighboring regions. A zoom-in view of *Fincor* is shown below. Veh, vehicle; GW, GW4064; pos, positive strand; neg, negative strand; Refseq, reference sequence. (**D**) Reverse transcription qPCR (RT-qPCR) data showing GW4064 induction of *Fincor* eRNA and *Nr0b2* mRNA in the liver (n=4/group). Data are presented as mean ± SEM. Statistical significance was determined by the two-way ANOVA Sidak’s multiple comparisons test with **p<0.01 and ***p<0.001.

**Figure 1—figure supplement 1.**
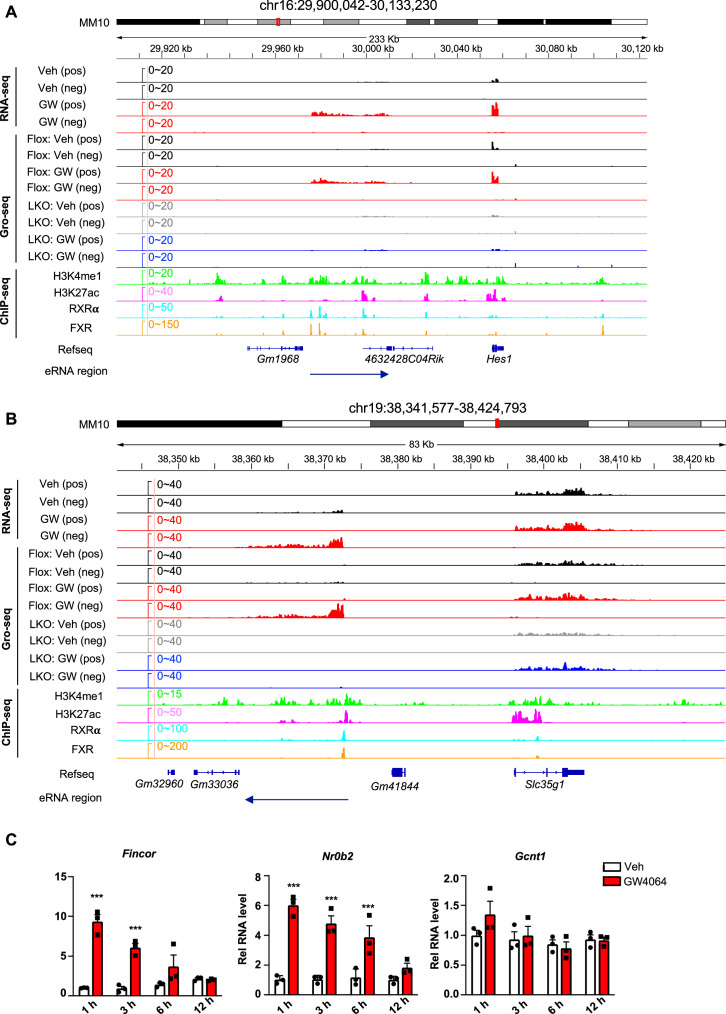
Examples of FXR-regulated eRNAs and time course expression of Fincor after FXR activation. (**A, B**) Examples of farnesoid X receptor (FXR)-regulated eRNAs produced near the genes *Hes1* (**A**) and *Slc35g1* (**B**) were shown. (**C**) Time course expression of FXR-induced non-coding RNA (*Fincor*). C57BL/6 male mice were fasted overnight and injected i.p. with vehicle or GW4064 (30 mg/kg) for 1, 3, 6, 12 hr. Livers were collected at the indicated time points (n=3/group) and *Fincor* and mRNA levels of *Nr0b2* and *Gcnt1* were measured. Data are presented as mean ± SEM. Statistical significance was determined by the two-way ANOVA Sidak’s multiple comparisons test with *p<0.05 and ***p<0.001.

**Figure 1—figure supplement 2.**
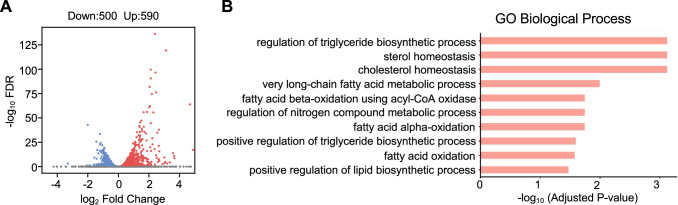
RNA-seq analysis of the differentially expressed genes in the GW4064-treated mouse liver. (**A**) Volcano plot showing the differential expressed genes (DEGs) after GW4064 treatment (DESeq2 FDR <0.05). The numbers refer to the number of genes up- or downregulated. (**B**) Bar plot showing the enriched gene ontology in terms of biological processes for upregulated genes.

We also found that the short-time GW4064 treatment resulted in 590 upregulated genes and 500 downregulated genes (FDR <0.05) (Figure 1—figure supplement 2A). 

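In GW4064-treated livers, 243 genes rose and 131 fell against vehicle at an adjusted p under 0.05 from limma, among 11408 genes tested. Of these calls, 25 of the genes that rose and 26 of those that fell lie in rows under 300 bases, where the simulated data had most false calls and where limma-voom on the rebuilt reads made none. Small RNAs in rows under 300 bases, predicted genes and clones left out, the increases were led by Clic3, a member of the chloride intracellular channel family, which went from 0.908 ± 0.0834 RPKM to 23.3 ± 1.02 RPKM (SD, n = 2 libraries each; log2 fold change 4.54, standard error 0.08, adjusted p = 0.01). G6pc2, a glucose-6-phosphatase subunit, rose from 0.663 ± 0.324 to 16.8 ± 1.24 RPKM (log2 fold change 4.53, standard error 0.33, adjusted p = 0.021). Thrsp, a regulator of lipogenesis, rose from 4.21 ± 0.173 to 36.5 ± 1.67 RPKM (3.08, adjusted p = 0.01), and Abcb11, the bile salt export pump, from 5.15 ± 0.387 to 27.1 ± 0.228 RPKM (2.37, adjusted p = 0.01). Among the genes that fell was Nr1h4, the gene of FXR, on chromosome 10 of mm10 from 89454234 to 89506658, which went from 9.24 ± 0.204 to 3.81 ± 0.121 RPKM (log2 fold change -1.26, standard error 0.06, adjusted p = 0.015).
Other genes among the 12 largest such increases were Ptgds (3.04), Paxx (2.62), Osgin1 (2.46), the kinase gene Map3k13 (2.35), the stress-inducible gene Gadd45b (2.19) and the retinoic acid hydroxylase gene Cyp26c1 (2.17), each given as its log2 fold change. Clic3, Paxx and Ptgds follow each other on chromosome 2, and so do G6pc2 and Abcb11, and reads that run past the end of a gene into the next were not separated. The decreases were led by Fam13a (3.62 ± 0.780 to 0.901 ± 0.0615 RPKM, log2 fold change -1.88, adjusted p = 0.027) and by the potassium channel gene Kcnn2 (3.21 ± 0.0106 to 0.996 ± 0.0969 RPKM, -1.60, adjusted p = 0.015). Plekhf1 (-1.36), Snai2 (-1.36), Scara5 (-1.31), Ifnk (-1.22), Pdgfrl (-1.20), the transcriptional repressor gene Bcl6 (-1.19), Arid5b (-1.15), Pln (-1.13) and Cobll1 (-1.12) complete the 12 largest such decreases. The row of Ifnk overlaps that of Mob3b and the row of Pln that of Cep85l, so their reads cannot be told apart.
The median change was 0.95 on the log2 scale among the genes that rose and -0.79 among those that fell, short rows included. Igfbp2, an insulin-like growth factor binding protein gene that the paper studies, rose from 9.76 ± 0.479 to 26.0 ± 0.516 RPKM (1.41, adjusted p = 0.015), and Lpin1 fell to 8.33 ± 0.680 RPKM (-1.02, adjusted p = 0.045).
With limma-voom on the rebuilt reads, 522 genes were higher and 480 lower, including 314 of the 374 genes called here. Without vehicle replicate 1, limma called 32 genes higher and 11 lower, of which 19 and 11 lie in rows under 300 bases and 27 are among the 374. Without any one of the other libraries it called none, with 1590 to 1958 genes at an unadjusted p under 0.05.

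**Figure D1:**
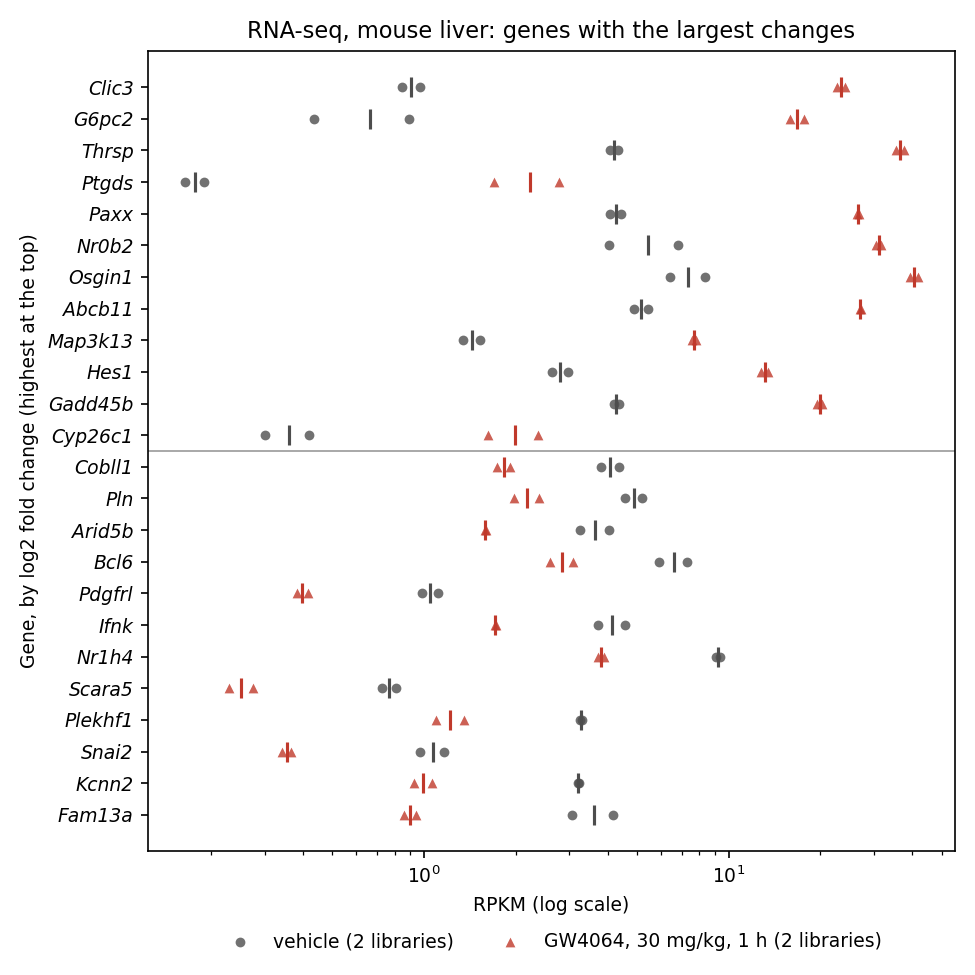
RPKM, on a log axis, of the 12 genes with the largest and the 12 with the smallest log2 fold change in liver RNA-seq. Circles are the 2 vehicle libraries, triangles the 2 GW4064 libraries and vertical marks the mean of each pair; genes not past an adjusted p under 0.05, genes whose vehicle and GW4064 values overlap, small RNAs in rows under 300 bases, predicted genes and clones were left out. Clic3 goes from a mean of 0.908 to 23.3 RPKM and Fam13a from 3.62 to 0.901 RPKM.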

Gene ontology (GO) enrichment analysis of these differentially expressed genes revealed their roles in the regulation of triglyceride, fatty acid, and cholesterol metabolism (Figure 1—figure supplement 2B), which is consistent with known roles of FXR in these physiological processes (Claudel et al., 2005).

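Genes of fatty acid oxidation and targets of the fasting receptor PPARα lay above the other genes after GW4064 in limma's camera test (adjusted p = 8.95e-05). This camera call was lost with an estimated correlation (adjusted p = 0.833). No list passed camera in that setting, not even known FXR-induced genes (unadjusted p = 0.0503, adjusted p = 0.833), so it cannot tell the lists apart. Fry, which tests a list against no change rather than against other genes, gave an adjusted p of 0.148. Of 29 such genes measured, 3 rose, 1 fell and 25 did not pass the test, and 11 were higher and 2 lower when adjusted over the list alone. Ehhadh, an enzyme of peroxisomal β-oxidation, rose from 10.4 to 19.1 RPKM (means of 2 libraries; log2 fold change 0.88, standard error 0.06, adjusted p = 0.02 from limma). The peroxisomal thiolase gene Acaa1b rose from 26.1 to 44.8 RPKM (0.77, adjusted p = 0.025) and the thioesterase gene Acot1 from 7.31 to 11.5 RPKM (0.65, adjusted p = 0.043), whereas Ppara itself fell (-0.46, adjusted p = 0.049). Of 22 genes of peroxisomal and very long-chain fatty acid metabolism, 4 rose, none fell and 18 did not pass the test, and 10 were higher and 1 lower when adjusted over the list alone. The 4 were Ehhadh, Acaa1b, the peroxisomal transporter gene Abcd3 (0.45, adjusted p = 0.043) and the elongase gene Elovl6 (0.82, adjusted p = 0.031). Camera placed this list above the other genes as well (adjusted p = 0.0011; adjusted p = 0.833 with an estimated correlation; fry adjusted p = 0.081).
Of 20 genes of fatty acid and triglyceride synthesis, 2 rose, 1 fell and 17 did not pass the test (5 higher and 4 lower when adjusted over the list alone), and the list did not stand apart (camera adjusted p = 0.764). The genes that rose were Thrsp and Elovl6, and the one that fell was Lpin1, a phosphatidate phosphatase of triglyceride synthesis. Dgat2, which makes triglyceride from diacylglycerol, had a log2 fold change of -0.61 (adjusted p = 0.056).
Of 23 genes of cholesterol synthesis and uptake, 2 rose, none fell and 21 did not pass the test, with the same count when adjusted over the list alone. Srebf2, the transcription factor of cholesterol synthesis, was among those that rose (0.68, adjusted p = 0.043). Camera gave the list an adjusted p of 0.0495 (adjusted p = 0.833 with an estimated correlation; fry adjusted p = 0.511), and without GW4064 replicate 2 its direction was reversed (adjusted p = 0.929). Among 32 genes of cholesterol homeostasis, 4 rose, 1 fell and 27 did not pass the test (4 higher and 3 lower when adjusted over the list alone; camera adjusted p = 0.472). Among those that rose were the HDL receptor gene Scarb1 (1.02, adjusted p = 0.027), Lipc and the sterol exporter gene Abcg5, whose row overlaps that of Abcg8, and Nr1h4 fell.
Of 18 known FXR-induced genes measured, 7 rose, none fell and 11 did not pass the test (12 higher and 1 lower when adjusted over the list alone; camera adjusted p = 1.44e-07; adjusted p = 0.833 with an estimated correlation; fry adjusted p = 0.0241). Besides Nr0b2, Abcb11, Scarb1 and Abcg5 these were Osgin1 (7.38 to 40.7 RPKM, adjusted p = 0.018), the transcriptional repressor gene Mafg (0.77, adjusted p = 0.03) and the phospholipid transporter gene Abcb4 (0.63, adjusted p = 0.037). Of 11 genes of bile acid and organic anion transport, 3 rose, none fell and 8 did not pass the test (3 higher and 1 lower when adjusted over the list alone; camera adjusted p = 0.561; fry adjusted p = 0.0241), with a mean change of 0.27 and a median of -0.01. They were Abcb11, Abcb4 and Atp8b1 (0.93, adjusted p = 0.025). Of 15 genes of bile acid synthesis, 1 fell, none rose and 14 did not pass the test (4 higher and 3 lower when adjusted over the list alone; camera adjusted p = 0.764, upward, with a median of 0.05 and a mean of -0.10). The one that fell was Baat, which conjugates bile acids (-0.53, adjusted p = 0.043). Cyp7a1, the rate-limiting enzyme of bile acid synthesis, was at 15.1 ± 1.90 RPKM with vehicle and 11.1 ± 2.06 RPKM with GW4064 (SD, n = 2 libraries each; -0.44, adjusted p = 0.26), and Cyp8b1 had a log2 fold change of 0.05 (adjusted p = 0.81).
Across 8 lists of markers of hepatocyte zones and other liver cell types, 62 genes were measured. Of these, the periportal gene Hal rose (1.21, adjusted p = 0.014) and the pericentral gene Slc1a2 fell (-0.59, adjusted p = 0.038). No marker list passed the camera test in the main fit. The periportal list passed it with limma-voom on rows of at least 300 bases (camera adjusted p = 0.0423), a setting chosen after seeing the data. The camera result of the stellate cell list depended on GW4064 replicate 1. The 8 periportal genes measured passed fry (adjusted p = 0.0241), with 3 higher and 1 lower when adjusted over the list alone. In the same adjustment 3 of 10 hepatocyte markers were higher and 1 lower, and 2 of 8 pericentral genes were lower. From the ontology terms enriched among the genes that it found changed (Figure 1—figure supplement 2B), the paper states that these genes regulate triglyceride, fatty acid and cholesterol metabolism, and it relates this to known roles of FXR.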

### Ligand-activated FXR directly activates transcription of eRNAs, including *Fincor*

We sought to examine: (1) if these eRNAs were directly activated by FXR, and (2) if the activation takes place transcriptionally using *Fxr* liver-specific knockout (*Fxr-LKO*) mice that were treated with GW4064 to determine if FXR was required for induction of eRNAs by GW4064. *Fxr-LKO* mice were generated from *Fxr* floxed (*Fxr-Flox*) mice (Figure 2—figure supplement 1A) and transcription of eRNAs was detected by GRO-seq, a widely used method to detect nascent RNA transcription, including eRNAs (Lam et al., 2014; Li et al., 2016; Sartorelli and Lauberth, 2020). 

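Nr1h4, the gene of FXR, was at 15.1 RPKM in the vehicle library of Fxr-Flox mice and at 16.7 RPKM in the vehicle library labelled Fxr-LKO, and at 4.23 and 20.6 RPKM in the respective GW4064 libraries. The row counts reads over all 52424 bases of the gene and does not separate its exons, so it does not check whether a floxed part was deleted. The paper's own measure of the deletion is the FXR protein level of Fxr-Flox and Fxr-LKO livers in Figure 2—figure supplement 1A, which was not analysed here. In what follows, genotypes are those given by the labels and the paper.
GRO-seq measures RNA that engaged polymerases extend in isolated nuclei, so that its signal follows transcription rather than RNA stability. Livers were collected 1 h after vehicle or GW4064. The paper gives n=2/group for this experiment, and 1 library per genotype and treatment was analysed here, so differences between these libraries have no replicate check and no p-value is given for them. The labels call the genotypes WT and FXR KO.
The authors mapped the reads to mm10 with STAR and quantified them with HOMER as RPKM, in the same table and over the same gene rows as the RNA-seq. Rebuilt totals were 14173717 reads for Fxr-Flox with vehicle, 10593326 for Fxr-Flox with GW4064, 5141669 for the vehicle library labelled Fxr-LKO and 5069397 for its GW4064 counterpart. Supplementary file 1a gives, as the paper's values, 30305910, 26116795, 14379417 and 15008281 uniquely mapped reads in the same order. The lower depth of the libraries labelled Fxr-LKO widens the counting error of every ratio within that genotype. For each gene with a mean of at least 0.5 RPKM over the 4 libraries, 10169 in all, the log2 ratio of GW4064 to vehicle was taken within each genotype after adding 0.1 RPKM. Its median over genes was -0.094 in Fxr-Flox and -0.024 in the libraries labelled Fxr-LKO, and ratios are not corrected for this shift. Intervals given with a ratio are exact 95% intervals for the ratio of depth-scaled reads without the added 0.1 RPKM, and cover counting error only. A gene list is described by the percentile of its median among the medians of 10000 random lists of the same size, matched on mean expression.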

GRO-seq showed that FXR-induced eRNAs were activated transcriptionally by GW4064 in *Fxr-flox* mice, but such induction was abolished in *Fxr-LKO* mice (Figure 2A). In particular, *Fincor* is robustly induced in the GRO-seq analysis and its induction is dependent on hepatic FXR (Figure 2B). 

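Nascent transcription of many known FXR-induced genes was higher after GW4064 in Fxr-Flox livers, and at least 2-fold higher in 8 of the 17 measured against 2 of 17 in the libraries labelled Fxr-LKO. Abcb11 went from 4.61 to 56.0 RPKM in Fxr-Flox (6819 and 61906 reads, log2 ratio 3.57) and from 1.20 to 1.58 RPKM in the libraries labelled Fxr-LKO (646 and 835 reads, log2 ratio 0.36). Over these 17 genes the median log2 ratio was 0.69 in Fxr-Flox, at the 100th percentile of random lists, and 0.13 in the libraries labelled Fxr-LKO, at percentile 95.8. Fgfr4 (-0.60, interval -0.90 to -0.39) and Kng1 (-0.23, interval -0.30 to -0.16) of this list were lower in Fxr-Flox. Such a contrast was not limited to known FXR-induced genes. Periportal hepatocyte markers had medians of 0.73 (percentile 99.7) in Fxr-Flox and -0.0 (percentile 49.7) in the libraries labelled Fxr-LKO. Kupffer cell and sinusoidal endothelial markers lay at percentiles 98.9 and 99.1 in Fxr-Flox, and the other marker lists between 5.1 and 82.2. Over the 10 genes next to GW4064-induced eRNAs the median was 1.60 in Fxr-Flox and 0.04 in the libraries labelled Fxr-LKO, and over the 6 genes next to GW4064-reduced eRNAs it was -0.67 and -0.19. The study chose both of these eRNA lists from the RNA-seq libraries, and the eRNA regions themselves were not analysed here.
Among single genes, Cth, which makes cysteine from cystathionine, went from 4.29 to 78.4 RPKM in Fxr-Flox (log2 ratio 4.16) and from 9.61 to 8.73 RPKM in the libraries labelled Fxr-LKO (-0.14). Igfbp2 went from 4.20 to 46.4 RPKM and from 12.6 to 7.24 RPKM in the same pairs (3.44 and -0.79). Among genes with a mean of at least 1 RPKM, the other largest Fxr-Flox ratios were those of Clic3 (6.39), G6pc2 (5.28), Thrsp (4.54), the retinoic acid hydroxylase gene Cyp26a1 (4.05) and Paxx (4.01). For Clic3 the vehicle library held 3 reads against 357 with GW4064, and the interval of its ratio was 5.76 to 9.60. Among the lowest ratios were those of Keg1 (-3.92), Onecut1 (-3.74), Socs2 (-2.49), Hist1h4a (-2.42, from 10 reads and 1 read), Clec2d (-2.39), Smad9 (-2.37) and Ces3b (-2.32). In RNA-seq, only Clec2d of these fell past the test (log2 fold change -0.98, adjusted p = 0.031 from limma). The RNA-seq changes of the others were -0.76 for Keg1, 0.15 for Onecut1, 0.78 for Socs2, -0.20 for Hist1h4a, -0.14 for Smad9 and 0.00 for Ces3b. For Onecut1 and Socs2, only GW4064 replicate 2 lay above both vehicle libraries, so the sign of these changes is not settled. Socs2 was at 4.16 and 2.42 RPKM with vehicle and 2.84 and 10.7 RPKM with GW4064 (standard error 0.73). Onecut1 was at 0.893 and 0.924 RPKM with vehicle and 0.609 and 1.66 RPKM with GW4064 (standard error 0.47). Cyp7a1, the rate-limiting enzyme of bile acid synthesis, went from 14.4 to 3.83 RPKM in Fxr-Flox (log2 ratio -1.88) and from 49.8 to 55.4 RPKM in the libraries labelled Fxr-LKO (0.15). Hes1 went from 3.53 to 9.02 RPKM in Fxr-Flox (1.33) and from 1.68 to 1.21 RPKM in the libraries labelled Fxr-LKO (-0.43).
Some targets remained higher with GW4064 in the libraries labelled Fxr-LKO. Nr0b2 went from 3.65 to 36.6 RPKM in Fxr-Flox (log2 ratio 3.29) and from 0.118 to 1.19 RPKM in the libraries labelled Fxr-LKO, which is 2 and 20 reads, with an interval of 1.30 to 6.48 for the log2 ratio. Osgin1 had a ratio of 3.16 in Fxr-Flox and 1.22 (interval 1.04 to 1.43) in the libraries labelled Fxr-LKO, and Mfsd2a ratios of 1.98 and 1.35. Thrsp had a ratio of 1.44 in the libraries labelled Fxr-LKO, from 12 and 36 reads (interval 0.63 to 2.68). The ratio of Paxx there was 1.03, from 7 and 15 reads, and its interval of -0.26 to 2.66 includes no change.
At a change of 2-fold, 256 genes were higher and 160 lower in Fxr-Flox, of 9559 with enough reads, and 70 higher and 48 lower in the libraries labelled Fxr-LKO, of 9066. Of 227 of the higher genes that were measured in both genotypes, 21 were also at least 2-fold higher in the libraries labelled Fxr-LKO. Of the genes that rose in the RNA-seq in rows of at least 300 bases, the 211 that also passed the GRO-seq filter had a median GRO-seq log2 ratio of 1.25 in Fxr-Flox, with 209 above 0, and of 0.06 in the libraries labelled Fxr-LKO, with 122 above 0. The 105 such genes that fell had medians of -0.88 and -0.17, with 103 and 74 below 0. In both genotypes the medians lay at percentile 100 of random lists for genes that rose and at percentile 0 for genes that fell. A small shift in the same direction was therefore also present in the libraries labelled Fxr-LKO. Across 9992 genes, which are not independent replicates, the RNA-seq and GRO-seq changes had a Pearson's r of 0.433 and a Spearman's rho of 0.563 with Fxr-Flox and of 0.078 and 0.110 with the libraries labelled Fxr-LKO. Over the 9588 of them in rows of at least 300 bases, a limit chosen after seeing the data, the values were 0.729 and 0.587 with Fxr-Flox and 0.134 and 0.114 with the libraries labelled Fxr-LKO.
The difference between the genotypes was not tested, because each condition has 1 library here. From the GRO-seq signal of the induced eRNAs in the 4 conditions (Figure 2A), the paper concludes that GW4064 activates them transcriptionally in Fxr-Flox mice and that this induction is lost in Fxr-LKO mice.

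**Figure D2:**
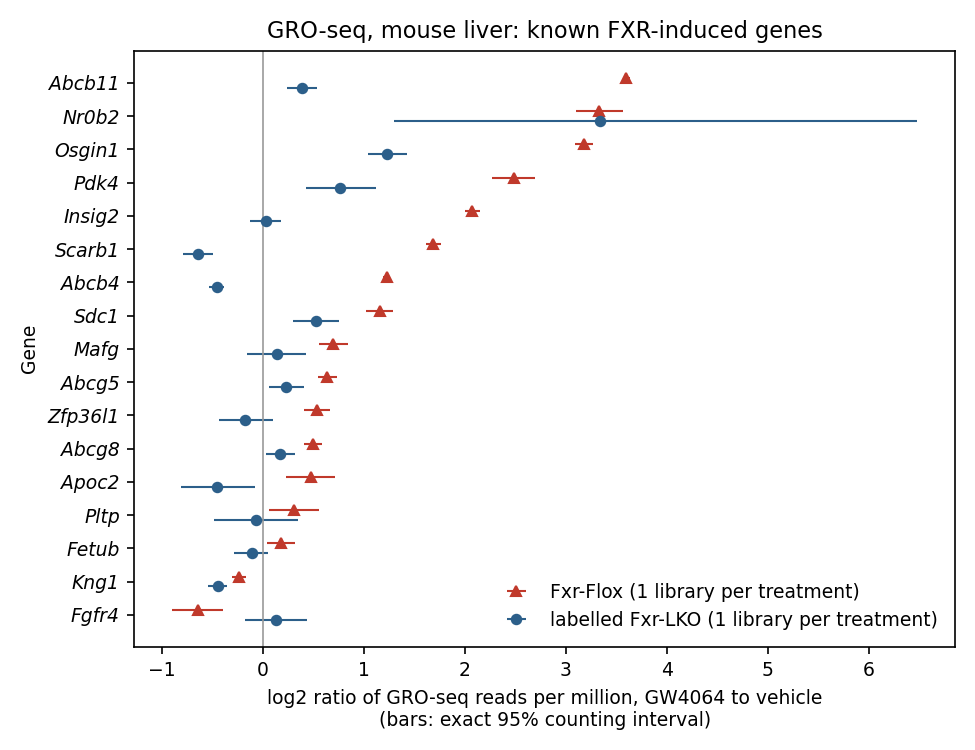
Log2 ratio of depth-scaled GRO-seq reads, GW4064 to vehicle, for the 17 known FXR-induced genes measured, with exact 95% counting intervals as bars; triangles are Fxr-Flox and circles the libraries labelled Fxr-LKO, with 1 library per treatment. Abcb11 sits at 3.60 in Fxr-Flox and 0.39 in the libraries labelled Fxr-LKO, and the wide bar of Nr0b2 comes from 2 and 20 reads.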

RT-qPCR confirmed the FXR-dependent expression of *Fincor*, similar to that of *Nr0b2* (Figure 2—figure supplement 1B).

**Figure 2.**
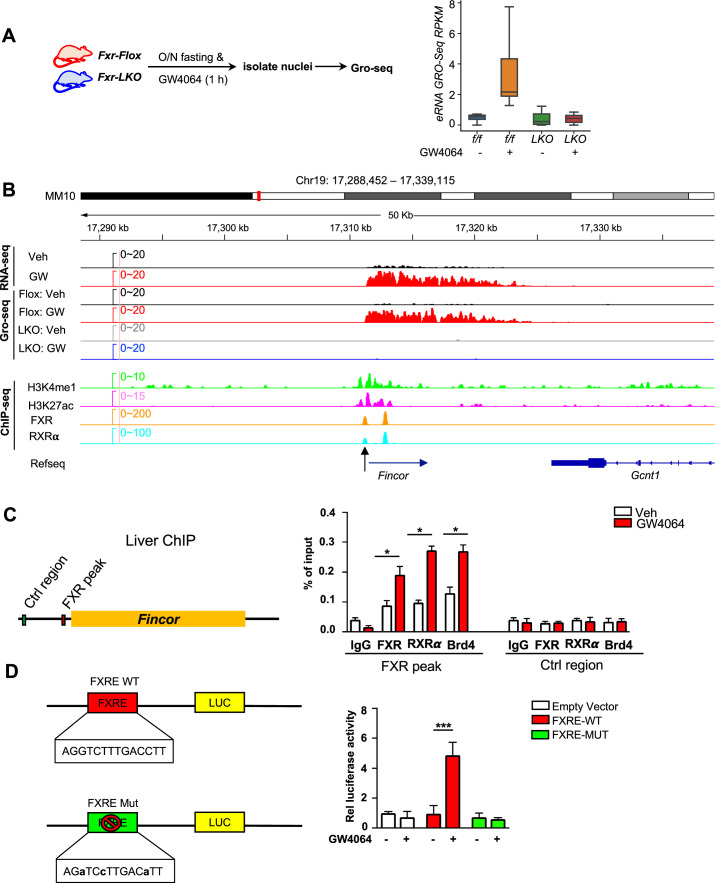
Ligand-activated farnesoid X receptor (FXR) directly activates transcription of enhancer RNAs including FXR-induced non-coding RNA (*Fincor*) in the liver. (**A**) Left: experimental outline. *Fxr* floxed (*Fxr-Flox*) and *Fxr* liver-specific knockout (*Fxr-LKO*) male mice were fasted overnight and treated with vehicle or GW4064, and livers were collected 1 hr later with nuclei isolated for global run-on sequencing (GRO-seq) (n=2/group). Right: a boxplot shows the GRO-seq signals for GW4064 upregulated eRNAs in different conditions. RPKM: reads per kbp per million. (**B**) IGV genome browser track showing RNA-seq, GRO-seq, and ChIP-seq signals in the *Fincor* locus. An arrow at the bottom points to the FXR ChIP-seq peak that contains an IR1 motif. (**C**) ChIP assays were performed in the same liver samples described in Figure 1A to detect FXR, retinoid X receptor alpha (RXRα), and bromodomain-containing protein 4 (BRD4) occupancy at the FXR binding peak region close to the transcription start site of *Fincor* (black arrow in **B**). (**D**) HepG2 cells were transfected with luciferase reporter expressing wild-type FXRE or mutant FXRE (see Materials and methods) for 24 hr before treatment with GW4064 for an additional 6 hr. Relative luciferase activities are shown. (**C–D**) Data are presented as mean ± SEM (n=3/group). Statistical significance was determined by the Student’s t test with *p<0.05 and ***p<0.001.

**Figure 2—figure supplement 1.**
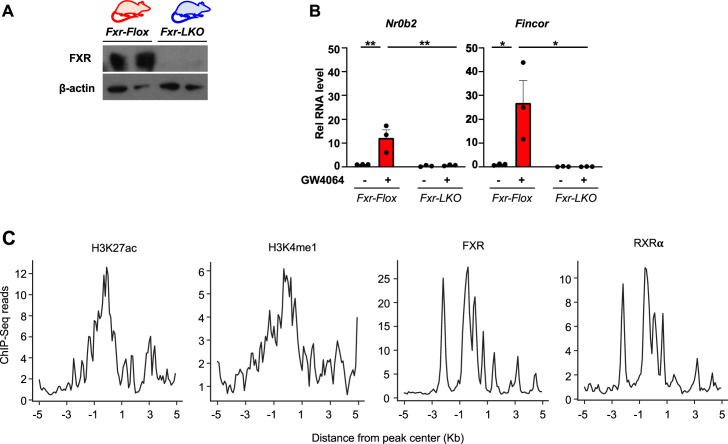
Validation of Fincor expression and the analysis of the epigenetic features (presence of histone marks and binding of FXR and RXR⍺) at the enhancers that display FXR-induced eRNAs. (**A**) Farnesoid X receptor (FXR) protein levels in the livers isolated from *Fxr* floxed (*Fxr-Flox*) and *Fxr* liver-specific knockout (*Fxr-LKO*) mice are shown. (**B**) Validation of hepatic FXR-dependent induction of FXR-induced non-coding RNA (*Fincor*) by qPCR (n=3/group). The gene *Nr0b2* was used as a control. Data are presented as mean ± SEM. Statistical significance was determined by the two-way ANOVA Tukey’s multiple comparisons test with *p<0.05 and **p<0.01. (**C**) Metagene plots showing H3K27ac, H3K4me1, FXR, and retinoid X receptor alpha (RXRα) ChIP-seq profiles centered on upregulated eRNAs.

We next examined if FXR binds to the enhancers that produce the identified eRNAs by analyzing published mouse liver ChIP-seq data for FXR (see Data availability) (Lee et al., 2012; Thomas et al., 2010). FXR binding was strongly enriched at the enhancers associated with FXR-induced eRNAs as were the enhancer marks H3K27ac and H3K4me1 (Figure 2—figure supplement 1C). The binding of FXR and the presence of histone marks at the *Fincor* enhancer region determined by ChIP-seq as compared with nascent transcripts detected by GRO-seq is shown in Figure 2B. These analyses support the conclusion that activation of FXR transcriptionally induces this series of eRNAs via chromatin binding at these enhancers, including *Fincor*.

We validated FXR binding at the enhancer region that produces *Fincor* using mouse liver ChIP (Figure 2C). We also examined binding of a well-known DNA binding partner of FXR, retinoid X receptor alpha (RXRα/NR2B1) (Evans and Mangelsdorf, 2014; Zheng et al., 2018), and bromodomain-containing protein 4 (BRD4), an acetylated histone reader protein that often binds at active enhancers (Chen et al., 2016; Li et al., 2016; Rahnamoun et al., 2018; Sartorelli and Lauberth, 2020) and a transcriptional coactivator of FXR (Jung et al., 2020). GW4064 treatment resulted in substantial increases in recruitment of both FXR and RXRα to the enhancer region close to the transcription start site of *Fincor* (arrow shown below in Figure 2B), whereas binding was not detected at a control region (Figure 2C). We also found that BRD4 occupancy was increased at this enhancer region after GW4064 treatment (Figure 2C). These results indicate that GW4064 activation of FXR leads to increased occupancy of the FXR/RXRα heterodimer and BRD4 to the enhancer region to upregulate *Fincor* eRNA in the liver.

We identified an inverted repeat1 (IR1) motif that is known to bind FXR (Calkin and Tontonoz, 2012; Lee et al., 2006) within the major FXR binding peak near the start site of *Fincor* (arrow shown below in Figure 2B), which we also refer to as FXRE (Figure 2B and C). We examined the functionality of this IR1 motif for mediating transcriptional activation by GW4064 using reporter assays (Figure 2D). We cloned the region containing the IR1 motif into the pGL4.23 luciferase reporter and generated a mutated IR1 motif construct as a comparison (Figure 2D). After transfection into human hepatic HepG2 cells, GW4064 treatment significantly elevated the luciferase activity of the reporter with the wild-type IR1 motif, but not with the mutated IR1 motif (Figure 2D). Together, these results suggest that GW4064-activated FXR directly upregulates *Fincor* expression.

### *Fincor* is a liver-specific nucleus-enriched eRNA

Because enhancers and eRNAs generally act in a tissue-specific manner (Li et al., 2016; Sartorelli and Lauberth, 2020), we examined the tissue-specific expression of *Fincor* in mice. Strikingly, *Fincor* is highly expressed in the liver and it is expressed at extremely low levels in most other tissues, except for a detectable, but still fairly low, level in the lung (Figure 3A). GW4064 treatment resulted in induction of *Fincor* specifically in the liver (Figure 3A). The level of *Fincor* detected in primary mouse hepatocytes (PMHs) isolated from GW4064-treated mouse liver was similar to that in the liver tissue from the same mouse, suggesting that the majority of *Fincor* is present in hepatocytes (Figure 3B).

**Figure 3.**
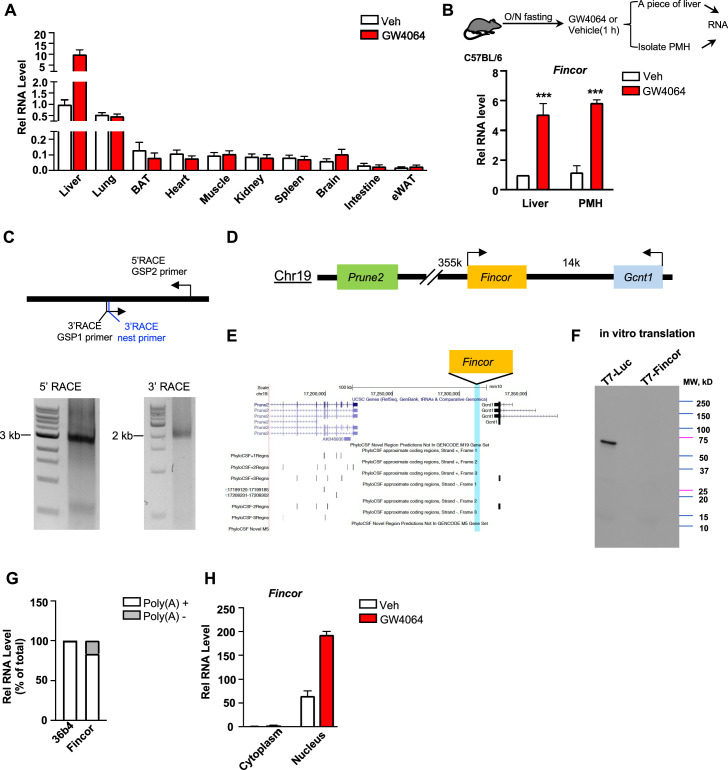
Farnesoid X receptor-induced non-coding RNA (*Fincor*) is a liver-specific nucleus-enriched eRNA. (**A**) Expression levels of *Fincor* in various tissues after GW4064 treatment. Data from C57BL/6 male mice fasted overnight and i.p. injected with vehicle or GW4064 (30 mg/kg) for 1 hr (n=2/group). Data are presented as mean ± SD. BAT, brown adipose tissue; eWAT, epididymal white adipose tissue. (**B**) C57BL/6 male mice were fasted overnight and injected i.p. with vehicle or GW4064 (30 mg/kg) for 1 hr. One small piece of liver was snap-frozen for later RNA isolation and the remaining part was used for immediate primary hepatocyte isolation. Then, RNAs were extracted from liver or primary hepatocytes and *Fincor* expression was measured (n=3/group). Data are presented as mean ± SEM. Statistical significance was determined by the Student’s t-test with ***p<0.001. (**C**) Agarose gel electrophoresis of PCR products generated in 5′ (left) and 3′ (right) RACE of *Fincor* in liver samples. Primer locations are shown. RACE, rapid amplification of cDNA ends. GSP: gene-specific primer. (**D**) A schematic diagram showing location of *Fincor* relative to nearby genes in the mice genome. (**E**) PhyloCSF analysis of the coding potential of *Fincor*. (**F**) In vitro translation of *Fincor* using the Promega Transcend Non-Radioactive Translation Detection Systems. Luciferase is used as a control for coding RNA. (**G**) qPCR analysis of *Fincor*, *36b4* in Poly(A)+ and Poly(A)- RNA fractions from GW4064-treated mouse liver. (**H**) *Fincor* identified in the subcellular fractions using cellular fractionation assays. Primary hepatocytes were isolated from GW4064 or DMSO-treated mice and the cytoplasm and nucleus fractions of these hepatocytes were separated and both fractions were subjected to RNA extraction and qPCR (n=2/group). Data are presented as mean ± SD. Figure 3—source data 1.Original file for the gel images shown in Figure 3C. Figure 3—source data 2.Original file for the gel images shown in Figure 3C with highlighted bands and sample labels. Figure 3—source data 3.Original file for the immunoblot image shown in Figure 3F. Figure 3—source data 4.Original file for the immunoblot image shown in Figure 3F with highlighted bands and sample labels.

By using the 5’ and 3’ rapid amplification of cDNA ends (RACE), we identified one transcript of *Fincor* that is approximately 3.7 kb in length (Figure 3C). However, based on RNA-seq, the length of *Fincor* is over 10 kb (Figure 1C), suggesting there are likely additional multiple RNA isoforms that we were not able to identify by RACE. We next analyzed the coding potential of *Fincor* utilizing a comparative genomic program, PhyloCSF. While adjacent genes *Gcnt1* and *Prune2* (Figure 3D and E) were correctly predicted to encode proteins, *Fincor* did not contain a potential protein-coding open reading frame (Figure 3E). Consistent with this bioinformatic prediction, a vector expressing *Fincor* failed to produce any proteins in an in vitro transcription/translation assay (Figure 3F), confirming that the *Fincor* transcript is an ncRNA. *Fincor* transcripts were enriched by binding to oligo-dT beads, suggesting that *Fincor* is 3’ polyadenylated (Figure 3G). Further, *Fincor* was detected in the nuclear compartment and GW4064 treatment increased the nuclear abundance of *Fincor* (Figure 3H), consistent with its potential transcriptional regulatory function. Together, these results from molecular biochemical characterization studies reveal that *Fincor* is a liver-enriched nuclear polyadenylated eRNA.

### *Fincor* is induced specifically by the hammerhead-type synthetic FXR agonists

To determine whether induction of the FXR-induced *Fincor* is ligand-specific, we examined the effects of several hammerhead-type synthetic FXR agonists, including GW4064, cilofexor, and tropifexor; a semi-synthetic agonist, OCA; and a non-hammerhead-type gut-specific agonist, fexaramine (Figure 4A; Downes et al., 2003; Fang et al., 2015). Remarkably, treatment with each of the hammerhead-type agonists for 1 hr resulted in a robust induction of *Fincor* (Figure 4B), whereas *Fincor* levels were unchanged after treatment with OCA or fexaramine for 1 hr (Figure 4B). Treatment with OCA for 4 hr or even 1 week treatment with OCA failed to induce hepatic *Fincor* in mice, while expression of *Nr0b2* was significantly induced (Figure 4C and D). Acute feeding with a diet supplemented with 0.5% cholic acid (CA), a primary BA, for 6 hr also failed to induce *Fincor* expression (Figure 4E). Collectively, these results demonstrate that *Fincor* is induced specifically by hammerhead-type FXR agonists.

**Figure 4.**
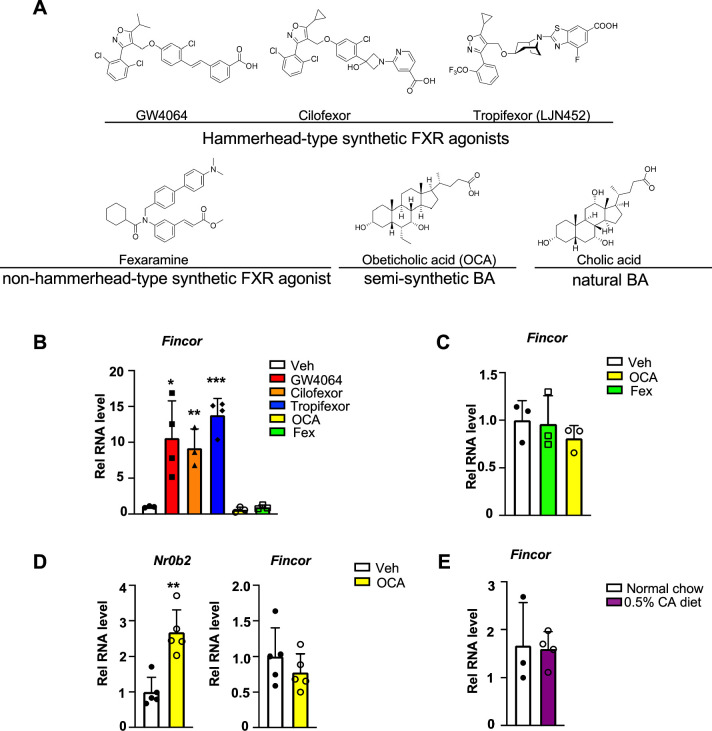
Farnesoid X receptor-induced non-coding RNA (*Fincor*) is induced by the hammerhead class of non-steroidal farnesoid X receptor (FXR) agonists, including GW4064 and tropifexor. (**A**) The chemical structures of the FXR agonists including the hammerhead class of synthetic FXR agonists, non-hammerhead-type synthetic agonist, semi-synthetic BA, and natural BA. BA: bile acid. (**B**) qPCR data showing *Fincor* expression levels in C57BL/6 mice liver respectively treated with GW4064 (30 mg/kg), cilofexor (30 mg/kg), tropifexor (0.5 mg/kg), fexaramine (100 mg/kg), or obeticholic acid (OCA) (20 mg/kg) for 1 hr (n=3–4/group). (**C**) *Fincor* expression levels in C57BL/6 mice liver treated with OCA (20 mg/kg) or fexaramine (100 mg/kg) for 4 hr (n=3/group). (**D**) Expression of *Fincor* in C57BL/6 mice liver after daily treatment with OCA (20 mg/kg) for 7 days (n=5/group). *Nr0b2* gene mRNA was measured as a positive control. (**E**) Expression of *Fincor* in C57BL/6 mice fed with 0.5% cholic acid (CA) diet for 6 hr (n=3–4/group). In panels B–E, all mice underwent overnight fasting before treatment. (**B–E**) Data are presented as mean ± SEM. Statistical significance was determined by the Student’s t test with *p<0.05, **p<0.01, and ***p<0.001.

### Generation of CRISPR/Cas9-mediated *Fincor*-LKD mice

To explore the functional role of hepatic *Fincor*, we utilized the CRISPR/Cas9 technique to generate *Fincor* liver-specific knockdown (*Fincor*-LKD) mice (Figure 5—figure supplement 1A and B). Adenoviral-mediated sgRNA expression in Cas9 mice resulted in downregulation of *Fincor* specifically in the liver by about 60%, but not in other tissues (Figure 5B). As FXR is a key regulator of BA, cholesterol, lipid, and glucose metabolism and *Fincor* is specifically regulated by FXR, *Fincor* may have a role in the metabolic process in physiology and disease. We examined liver triglyceride, cholesterol, BA, glycogen, and serum non-esterified fatty acids (NEFA) but *Fincor* downregulation did not result in any significant changes under physiological conditions (Figure 5C).

**Figure 5.**
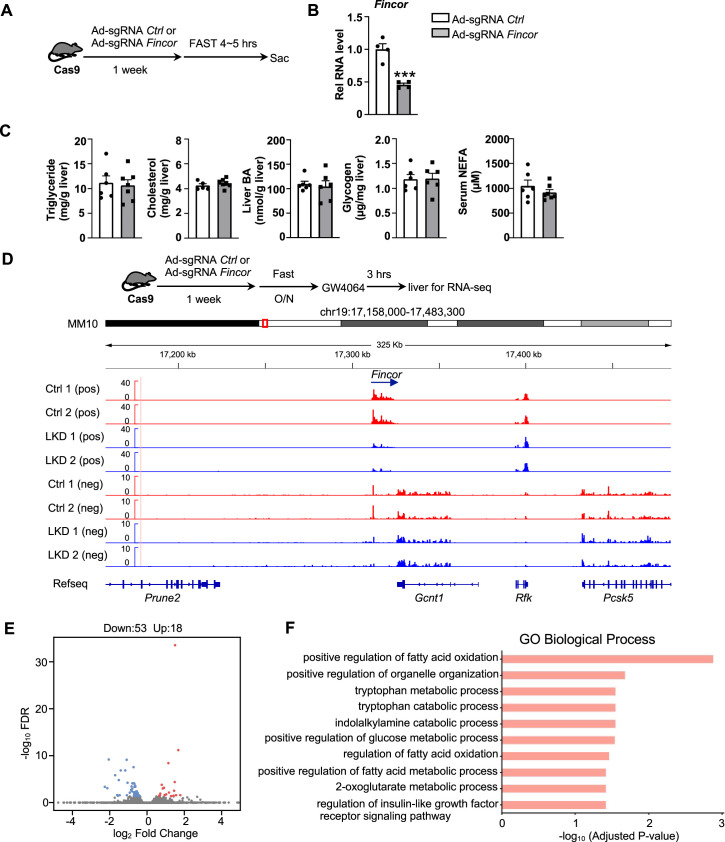
Generation of CRISPR/Cas9-mediated farnesoid X receptor-induced non-coding RNA (*Fincor*) liver-specific knockdown mice. (**A**) Experimental scheme: male Cas9 mice were infected with adenovirus expressing sgRNA for *Fincor* or a control for 1 week. Then the liver and serum were collected from these mice after 4–5 hr of fasting. (**B**) The expression of *Fincor* in the liver was measured by qPCR (n=4/group). (**C**) Hepatic triglyceride, cholesterol, bile acid, glycogen, and serum non-esterified fatty acids (NEFA) were measured (n=5–7/group). (**D**) Male Cas9 mice were infected with adenovirus expressing sgRNA for *Fincor* or control for 1 week. Then these mice were fasted overnight and treated with GW4064 for 3 hr before tissue collection. RNA-seq profiles of expression of hepatic *Fincor* and the adjacent genes were shown (n=2/group). (**E**) Genome-wide changes in mRNA expression shown in a volcano plot. The numbers refer to the number of genes up- or downregulated by twofold or more with an adjusted p-value <0.01. (**F**) Gene ontology analysis of biological pathways using DAVID Tools for genes downregulated after *Fincor* knockdown. (**B-C**) Data are presented as mean ± SEM. Statistical significance was determined by the Student’s t test with ***p<0.001.

**Figure 5—figure supplement 1.**
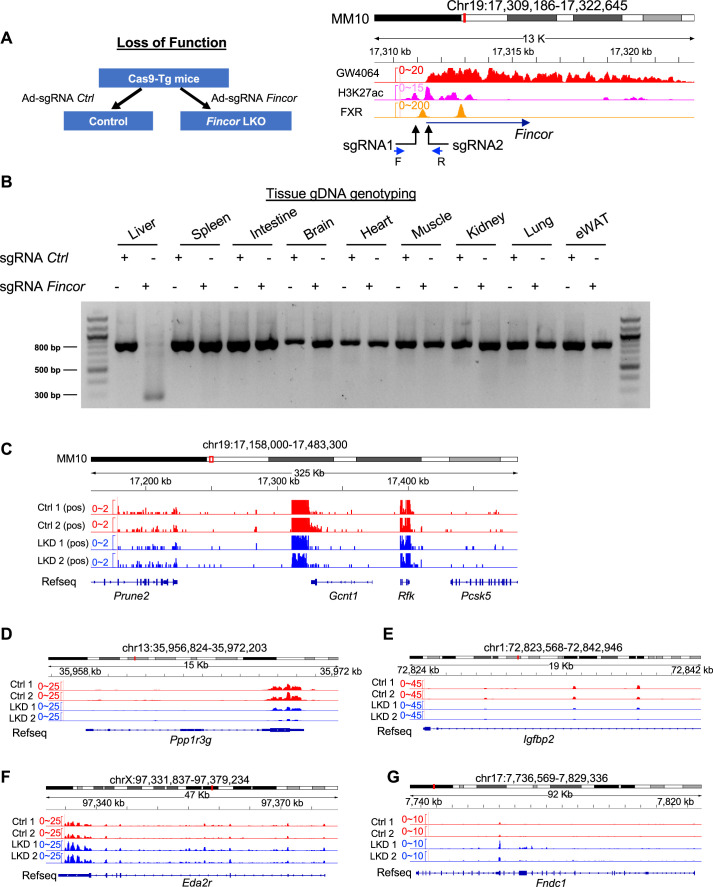
Generation of farnesoid X receptor-induced non-coding RNA (Fincor) liver-specific knockdown mice by CRISPR-Cas9 method. (**A**) Left: experimental scheme for the farnesoid X receptor-induced non-coding RNA (*Fincor*) loss-of-function experiments. Right: illustration demonstrating the sequence targeted by the sgRNA in relation to the transcriptional and epigenetic profile. (**B**) The genomic DNAs from liver, spleen, intestine, brain, heart, muscle, kidney, lung, and adipose tissue were isolated and PCR was performed using the primers (Supplementary file 5) to verify tissue-specific knockout. (**C–G**) RNA-seq profiles of expression of hepatic *Prune2* (**C**)*, PPP1r3g* (**D**)*, Igfbp2* (**E**)*, Eda2r,* (**F**) *and Fndc1* (**G**) are shown (n=2/group). Figure 5—figure supplement 1—source data 1.Original file for the gel image shown in Figure 5—figure supplement 1. Figure 5—figure supplement 1—source data 2.Original file for the gel image shown in Figure 5—figure supplement 1 with highlighted bands and sample labels.

To explore the molecular signatures and pathways affected by *Fincor*, we examined global gene expression by RNA-seq analysis in mouse liver after *Fincor* knockdown (Figure 5D). While *Fincor* was markedly downregulated, the neighboring genes, such as *Gcnt1, Rfk, Pcsk5, and Prune2*, were largely unchanged (Figure 5D; Figure 5—figure supplement 1C). The RNA-seq analysis revealed 18 upregulated genes and 53 downregulated genes in *Fincor*-LKD liver (Supplementary file 2; Figure 5E). GO analysis of those downregulated genes indicated that these genes were enriched in pathways involved in fatty acid oxidation, organelle organization, and metabolic process (Figure 5F). Among the downregulated genes, *Ppp1r3g,* which has a role in controlling glycogen synthesis, and *Igfbp2,* which functions in insulin resistance, were markedly reduced (Supplementary file 2; Figure 5—figure supplement 1D and E). Among the upregulated genes, expression was substantially increased for *Eda2r*, which is a member of the tumor necrosis factor receptor superfamily and involved in inflammation, the immune response, and development (Figure 5—figure supplement 1F). *Fndc1,* which is involved in fibronectin matrix remodeling, was also suppressed by *Fincor* (and thus upregulated upon its knockdown, Figure 5—figure supplement 1G). These studies suggest that *Fincor* has a role in modulating metabolic homeostasis by regulating genes involved in metabolism and inflammation.

### Amelioration of hepatic steatosis mediated by tropifexor is independent of *Fincor* in diet-induced NASH mice

Tropifexor, also known as LJN452, is a highly potent hammerhead-type FXR agonist that is currently under clinical trials for NASH and PBC patients (Kremoser, 2021; Sanyal et al., 2023; Tully et al., 2017). Because *Fincor* is induced specifically by the hammerhead class of FXR agonist (Figure 4) and has a potential role in the regulation of metabolism and inflammation (Figure 5), we hypothesized that *Fincor* may play a role in tropifexor-mediated beneficial effects on reducing NASH pathologies in mice.

We utilized a mouse model that had been fed the amylin liver NASH-promoting (AMLN) diet (Hernandez et al., 2019; Sun et al., 2022; Zhao et al., 2018), and examined the potential impact of liver-specific downregulation of *Fincor* on tropifexor’s effects on NASH pathology. Cas9 mice fed the AMLN diet for 12 weeks were injected via tail veins with adenovirus expressing control sgRNA or *Fincor* sgRNA, respectively, and then treated daily with tropifexor (0.3 mg/kg) for 12 days (Figure 6A). In these mice, as a technical validation of RNA induction and knockdown, *Fincor* levels were significantly increased by FXR agonist tropifexor, and the increase was blocked by adenovirus expressing sgRNA for *Fincor* (Figure 6B).

**Figure 6.**
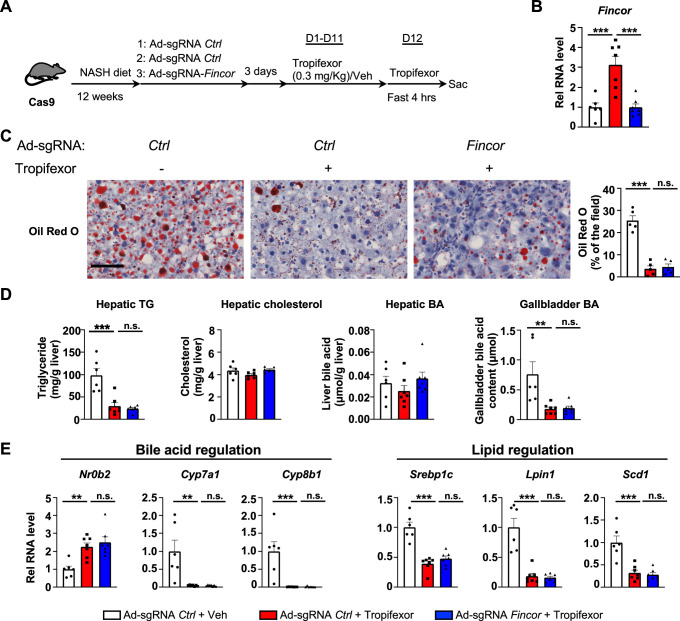
In diet-induced nonalcoholic steatohepatitis (NASH) mice, tropifexor-mediated beneficial effects on reducing hepatic steatosis are largely independent of farnesoid X receptor-induced non-coding RNA (*Fincor*). (**A–E**) Male Cas9 mice were fed a NASH diet for 12 weeks. The mice were randomly assigned to three groups and infected with adenovirus expressing sgRNA for *Fincor* or control. Three days later, the mice were daily treated with tropifexor (0.3 mg/kg) or vehicle from day 1 to day 11. On day 12, the mice were given the final treatment of tropifexor or vehicle and fasted for 4 hr before tissues were collected. (**A**) Experimental scheme. (**B**) Hepatic *Fincor* expression was measured (n=6–7/group). (**C**) Oil Red O staining of liver sections. Scale bar (50 μm). Image analyses were done using ImageJ and the areas of stained field were quantified (n=5/group). (**D**) Hepatic TG, hepatic cholesterol, gallbladder bile acid (BA), and hepatic BA levels were measured (n=6–7/group). (**E**) mRNA levels in the liver of the indicated genes involved in bile acid regulation and lipid regulation (n=6–7/group). (**B-E**) Data are presented as mean ± SEM. Statistical significance was determined by the one-way ANOVA (Sidak’s multiple comparisons test) with *p<0.05, **p<0.01, and ***p<0.001. Ad, adenovirus; H&E, hematoxylin and eosin; TG, triglyceride; Veh, vehicle; ns, not significant.

We then examined the effect of tropifexor treatment and *Fincor* downregulation on hepatic steatosis in these mice. Tropifexor treatment markedly reduced neutral lipids determined by Oil Red O staining of liver sections (Figure 6C) and liver TG levels (Figure 6D), and these beneficial effects on reducing fatty liver were not altered by *Fincor* downregulation. Also, *Fincor* downregulation had little effect on liver cholesterol and gallbladder BA levels, although gallbladder BA levels were reduced by tropifexor (Figure 6D).

Consistent with the phenotypes, hepatic expression of key genes involved in BA synthesis was dramatically reduced by tropifexor treatment (i.e. *Cyp7a1 and Cyp8b1*), which is consistent with decreased gallbladder BA levels mediated by this agonist (Figure 6E). Similarly, tropifexor also lowered lipid synthesis genes (*Srebp1c, Lpin1*, *Scd1*), consistent with decreased liver TG levels. However, downregulation of *Fincor* did not result in changes in mRNA levels of these genes (Figure 6E). These results indicate that tropifexor-mediated beneficial effects on reducing hepatic steatosis are independent of *Fincor*.

### *Fincor* facilitates alleviation of liver inflammation by tropifexor in diet-induced NASH

Tropifexor ameliorated fibrotic NASH pathologies in preclinical studies (Hernandez et al., 2019; Tully et al., 2017) and has recently concluded phase 2 clinical trials for NASH patients (Sanyal et al., 2023). We, therefore, further examined the effects of *Fincor* downregulation on altering other NASH pathologies, including hepatocellular apoptosis, liver fibrosis, and inflammation.

In the same AMLN diet-fed mice as described above (Figure 6), analyses of liver sections revealed that tropifexor treatment reduced hepatocyte swelling/ballooning (hematoxylin and eosin [H&E] staining), decreased numbers of apoptotic cells (TUNEL staining), alleviated fibrosis (Sirius Red staining), and lowered infiltration of macrophages (F4/80 staining) (Figure 7A). Remarkably, these tropifexor-mediated beneficial effects on NASH pathologies were all markedly diminished by *Fincor* downregulation (Figure 7A). This was consistently found in various liver lobes and two representative pictures from two different lobes are shown (Figure 7A). In control experiments, *Fincor* downregulation in vehicle-treated mice did not result in marked changes in NASH pathologies (Figure 7—figure supplement 1). These results demonstrate that *Fincor* is required for tropifexor-mediated beneficial effects on reducing NASH pathologies, specifically reducing hepatic inflammation, fibrosis, and hepatocyte apoptosis. Consistent with these results, serum ALT and AST levels, indicators of liver damage, were significantly elevated after *Fincor* downregulation (Figure 7B). Protein levels of key inflammatory markers, IL1β and CCL2, in liver extracts were also elevated after *Fincor* downregulation (Figure 7C).

**Figure 7.**
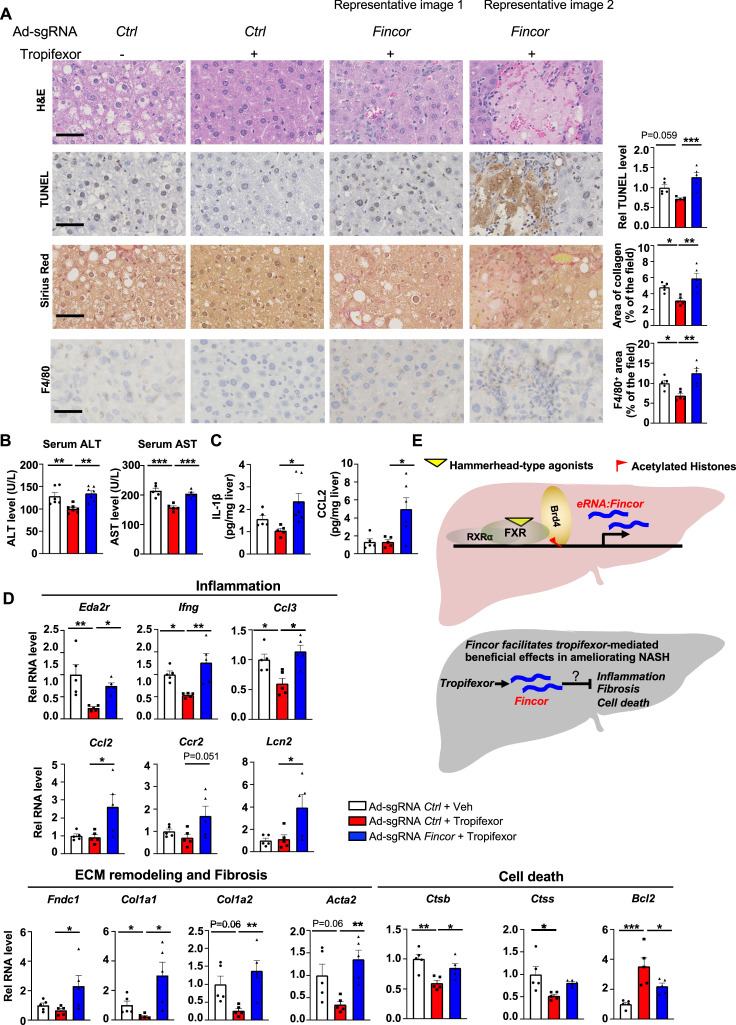
In diet-induced nonalcoholic steatohepatitis (NASH) mice, tropifexor-mediated beneficial effects on reducing liver fibrosis and inflammation are diminished by farnesoid X receptor-induced non-coding RNA (*Fincor*) downregulation. (**A**) Representative images from hematoxylin and eosin (H&E), TUNEL, Sirius Red, and F4/80 staining of liver sections from the same cohort of mice described in Figure 6. Scale bar (50 μm). Image analyses were done using ImageJ and the area of collagen staining, TUNEL, and F4/80 levels were quantified (n=5/group). (**B**) Serum ALT and AST levels were measured (n=5/group). (**C**) IL-1β and CCL2 levels in the liver tissues were determined by ELISA (n=5/group). (**D**) mRNA levels in the liver of the indicated genes involved in inflammation, fibrosis, and cell death (n=5/group). (**E**) Model: *Fincor* is a liver-enriched eRNA that is induced specifically by hammerhead-type farnesoid X receptor (FXR) agonists (top). In diet-induced NASH mice, *Fincor* is required for tropifexor-mediated beneficial effects on reducing hepatic inflammation, fibrosis, and cell death with the mechanisms to be determined (bottom). (**A–D**) Data are presented as mean ± SEM. Statistical significance was determined by the one-way ANOVA (Sidak’s multiple comparisons test) with *p<0.05, **p<0.01, and ***p<0.001.

**Figure 7—figure supplement 1.**
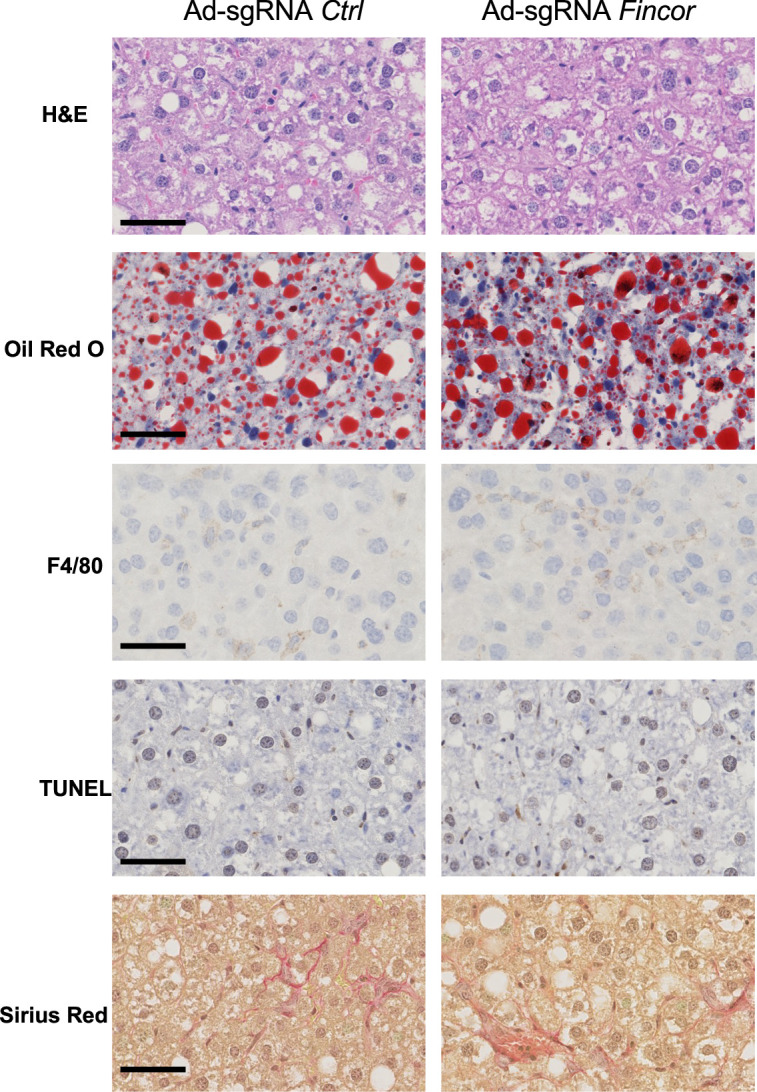
The effects of farnesoid X receptor-induced non-coding RNA (*Fincor*) downregulation on nonalcoholic steatohepatitis (NASH) pathologies. Male Cas9 mice were fed with a NASH diet for 12 weeks. Then these mice were randomly assigned to two groups and infected with adenovirus expressing sgRNA for *Fincor* or control. The tissues were collected 2 weeks later. Liver histology analysis was performed and representative images were shown. Scale bar (50 μm).

Consistent with the phenotypes from histological analyses, expression of hepatic genes involved in the above pathological process was altered by *Fincor* knockdown. For example, tropifexor treatment reduced mRNA levels of several genes that promote fibrosis (*Col1a1, Col1a2, Acta2*) and hepatic inflammation (*Eda2r, Ifng, Ccl3*), whereas these reductions were largely reversed by *Fincor* downregulation (Figure 7D). We also detected increased expression of inflammatory genes (*Ccl2, Ccr2, Lcn2*) and an extracellular matrix remodeling gene (*Fndc1*) in liver with *Fincor* knockdown (Figure 7D). Tropifexor treatment suppressed hepatic apoptosis by reducing pro-apoptotic genes (*Ctsb, Ctss*) and upregulating anti-apoptotic genes such as *Bcl2* (Warren et al., 2019). Importantly, these effects were significantly reversed by *Fincor* downregulation (Figure 7D).

Collectively, these results demonstrate that in diet-induced NASH mice, pharmacological activation of FXR by tropifexor reduced fibrosis, apoptosis, and inflammation, which was dependent, at least in part, on the induction of *Fincor*.

### *Fincor* expression is increased in chronic liver disease with hepatic inflammation and liver injury

To determine whether expression of *Fincor* is altered in chronic liver disease, we utilized mouse models of NAFLD/NASH and cholestatic liver injury. Hepatic *Fincor* levels were significantly increased in mice fed with a high-fat diet (HFD) for 12 weeks (Figure 8A) and in mice fed an HFD with high fructose in drinking water for 12 weeks (Figure 8B). Elevated hepatic *Fincor* levels were also observed in mice treated with α-naphthylisothiocyanate (ANIT), a chemical inducer of liver cholestasis (Jung et al., 2020; Kim et al., 2016; Figure 8C), and in mice with bile duct ligation (BDL), a surgical method to induce cholestatic liver injury (Figure 8D).

**Figure 8.**
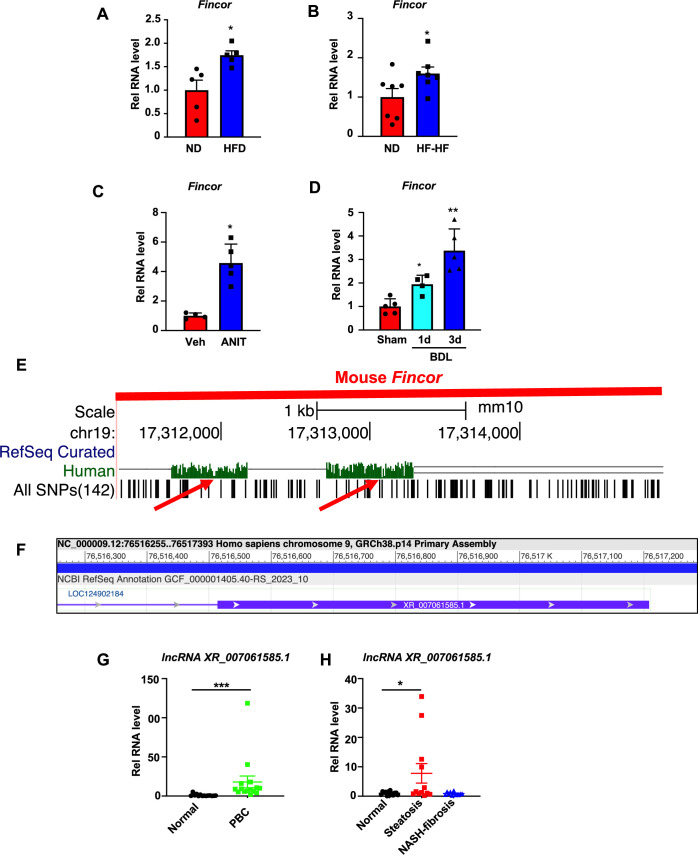
Hepatic expression of farnesoid X receptor-induced non-coding RNA (*Fincor*) is elevated in liver disease associated with inflammation and fibrosis. (**A**) C57BL/6 mice were fed with a high-fat diet for 12 weeks. The liver RNAs were extracted and *Fincor* expression was measured (n=5/group). (**B**) C57BL/6 mice were fed with a high-fat diet with high fructose water for 12 weeks. The liver RNAs were extracted and *Fincor* expression was measured (n=7/group). (**C**) C57BL/6 mice were treated with α-naphthylisothiocyanate (ANIT) (75 mg/kg) for 48 hr and then sacrificed after 5 hr of fasting. The liver RNAs were extracted, and *Fincor* expression was measured (n=4–5/group). (**D**) C57BL/6 mice were bile duct ligated for 1 day or 3 days. They were then sacrificed after 5 hr of fasting. The liver RNAs were extracted and *Fincor* expression was measured (n=4–5/group). (**E**) *Fincor* conservation between mice and human as displayed in the UCSC Genome Browser. Red arrows indicate the conserved region. (**F**) Human long non-coding RNA (lncRNA) *XR_007061585.1* with sequence similarity to mouse *Fincor* annotated in the NCBI genome data viewer. (**G**) Expression of lncRNA *XR_007061585.1* in liver samples from normal individuals or patients with primary biliary cholangitis (PBC) (n=14–15/group). (**H**) Expression of lncRNA *XR_007061585.1* in liver samples from normal individuals or patients with nonalcoholic fatty liver disease (NAFLD)-associated steatosis (n=12–15/group). (**A–D, G–H**) Data are presented as mean ± SEM. Statistical significance was determined by the Student’s t test with *p<0.05, **p<0.01, and ***p<0.001.

The sequence of *Fincor* is moderately conserved between mice and humans as displayed in the UCSC genome browser (Figure 8E). Annotation in the NCBI genome data viewer of the human sequence region with similarity to mouse *Fincor* revealed an functionally uncharacterized human lncRNA, *XR_007061585.1*, in this region (Figure 8F). However, whether this sequence (or an as yet to be identified lncRNA) is functional or not has not been determined. To explore the potential changes or role of lncRNA *XR_007061585.1* in human liver pathological conditions, we measured hepatic levels of the transcripts in PBC and NAFLD patients. Compared to normal individuals, hepatic lncRNA *XR_007061585.1* levels were elevated in patients with PBC or NAFLD, but not in severe NASH-fibrosis patients (Figure 8G and H). These results demonstrate that hepatic levels of a potential human analog of *Fincor* are elevated in NAFLD and PBC patients, as *Fincor* is in mouse models of chronic liver disease with hepatic inflammation and liver injury. However, whether human lncRNA *XR_007061585.1* is analogous to mouse *Fincor* in terms of functions and mechanisms, and whether elevated *XR_007061585.1* levels may have a role in the disease progression or may be an adaptive response to liver injury remain to be determined.

## Discussion

FXR maintains metabolic homeostasis by transcriptional regulation of genes. Direct regulation of protein-coding genes by FXR, including *Nr0b2*, is well characterized. In this study we show that FXR also mediates its functions by induction of lncRNA genes, which vastly outnumber protein-coding genes. We further show that pharmacological activation of FXR by hammerhead-type agonists induces a liver-specific enhancer-derived lncRNA, which we named *Fincor*, that contributes to reduction of NASH pathologies in mice.

*Fincor* is specifically induced by the hammerhead class of FXR agonists, such as GW4064, cilofexor, and tropifexor. GW4064 is the mother compound of these isoxazole-type hammerhead ligands but is not an ideal therapeutic agent because of its poor water solubility and pharmacokinetics (Abel et al., 2010). In contrast, tropifexor and cilofexor have better pharmacokinetics and are generally well tolerated in clinical trials for NASH and PBC patients (Abenavoli et al., 2018; Kremoser, 2021; Sanyal et al., 2023; Tully et al., 2017), but the underlying mechanisms for their beneficial effects are poorly understood. Intriguingly, a recent study showed that the gene signature regulated by tropifexor-activated FXR appears to be broader than that of OCA, partly because the tropifexor backbone allows a more favorable interaction of FXR with coactivators or epigenomic modulators (Hernandez et al., 2019). Further, tropifexor was shown to regulate distinct sets of genes in experimental NASH as compared to other FXR agonists, particularly genes involved in fibrosis, inflammation, and oxidative stress (Hernandez et al., 2019). Utilizing CRISPR/Cas9-mediated liver-specific knockdown of *Fincor* in diet-induced NASH mice, we demonstrate that beneficial effects on reducing liver fibrosis, inflammation, and apoptosis mediated by tropifexor were largely dependent on *Fincor* (Model, Figure 7E).

While this study focused on regulation of *Fincor* by pharmacological activation of FXR, physiological and pathological regulations of *Fincor* appear to be complex. Although *Fincor* can be induced by the hammerhead class of FXR agonists, it was not induced by the endogenous FXR ligand, CA. This implies that *Fincor* may not contribute to the physiological functions of FXR. In an effort to investigate the potential role of *Fincor* in the pathological conditions, we observed that *Fincor* levels were elevated in mouse models of cholestasis and NASH as well as in human PBC and NAFLD patients, where BA metabolism is dysregulated. Since different BAs can activate or repress the gene-regulating function of FXR (Wahlström et al., 2016), altered BA composition in these pathological conditions may contribute to induction of *Fincor*. Further, binding peaks for multiple nuclear receptors, FXR, LXR, PPARα, RXRα, and HNF-4α, were detected in the *Fincor* locus so that regulation of *Fincor* likely involves the combinatorial regulation by multiple nuclear receptors (Supplementary file 3a). Interestingly, occupancy of the nuclear receptor PPARα at the enhancer region was increased in fasted mice (Supplementary file 3b). It will be interesting to investigate whether and how *Fincor* is differently regulated by these nuclear receptors in response to physiological and pathological cues.

The roles of regulatory RNAs in liver function and diseases and their potentials as therapeutic targets are increasingly being appreciated (Brocker et al., 2020; Li et al., 2021; Sallam et al., 2016; Zhao et al., 2018). For example, a critical role for an oxysterol nuclear receptor LXR-induced lncRNA, *LeXis*, in feedback modulation of cholesterol biosynthesis has been shown (Sallam et al., 2016). Recently, the role of an lncRNA, *Pair*, in liver phenylalanine metabolism has been demonstrated (Li et al., 2021). Enhancer RNAs are a less-characterized class of lncRNAs and are highly associated with enhancer functions in gene regulation (Li et al., 2016). Numerous studies have revealed transcriptional roles for eRNAs in various cellular processes (Lai and Shiekhattar, 2014; Lam et al., 2014; Li et al., 2016; Sartorelli and Lauberth, 2020) but most previous eRNA studies have used cultured cells (Hsieh et al., 2014; Li et al., 2013), with only a few in vivo studies in mouse models (Mirtschink et al., 2019; Tang et al., 2023). In our current study, through integrative analysis of transcriptome and histone mark ChIP-seq, we identified a group of FXR-regulated eRNAs, including the highly induced *Fincor*. Our current work characterized the role of *Fincor* in gene regulation and in mediating beneficial pharmacological effects of tropifexor in NASH, representing important progress in understanding the roles of eRNAs in vivo. Future work is warranted to elucidate the exact mechanisms by which *Fincor* facilitates action of FXR agonists to alleviate inflammation, fibrosis, and apoptosis.

RNA inside the cells usually associates with different RNA binding proteins (RBPs) (Gerstberger et al., 2014). We identified potential binding proteins of *Fincor* using the ATtRACT database (Giudice et al., 2016). The top four candidates for *Fincor* binding are KHDRBS1, RBM38, YBX2, and YBX3 (Supplementary file 4). KHDRBS1 and RBM38 have been reported to have important roles in RNA processing (Bielli et al., 2011; Zou et al., 2021). YBX2 and YBX3 belong to the Y-box (YBX) protein family, which have been linked to diverse forms of RNA metabolism and many other processes, including cell proliferation, DNA repair, stress responses, development, and inflammation (Kleene, 2018). Whether these predicted RBPs interact with *Fincor* and how they contribute to phenotypes should be investigated in future experimentation to understand the mechanisms involved in *Fincor*-regulated hepatocyte function.

There is limitation of some of our approaches that cannot fully dissect the underlying mechanisms of *Fincor*. Currently, the function of eRNA loci can be attributed to a functional eRNA transcript, or binding of transcription factors to this region, or the transcription process itself, or some combination of these effects (Li et al., 2016; Sartorelli and Lauberth, 2020). In our studies to decrease expression of *Fincor*, the region containing the FXR binding site was deleted (Figure 5—figure supplement 1A, right panel). While the expression of *Fincor* transcripts was significantly reduced, we cannot rule out whether decreased binding of FXR or decreased transcription contribute to the observed changes in phenotype. To directly investigate the function of *Fincor* transcripts, downregulation of the transcript with antisense oligonucleotides together with overexpression of *Fincor* in the liver will be required in future experiments.

FXR is increasingly recognized as an important therapeutic target for enterohepatic diseases, but the development of clinically applicable and more targeted FXR-based therapy is still challenging. In this study, we provide the first characterization of an eRNA, *Fincor*, induced by pharmacological activation of FXR and show that *Fincor* has a beneficial role in reducing liver fibrosis and inflammation in dietary NASH mice. Complete understanding of the function and mechanisms of *Fincor* may provide novel insights for the development of desirable therapy for NASH and other chronic liver diseases.

## Materials and methods

### Animal experiments

All animal studies were performed according to procedures approved by the Institutional Animal Care & Use Committee at the University of Illinois at Urbana-Champaign (protocol # 17009) and were in accordance with National Institutes of Health guidelines. Mice were maintained in 12/12 hr light/dark cycles and fed standard rodent chow. *Fxr-LKO* mice were generated by breeding *Fxr-Flox* mice with Albumin-Cre mice (The Jackson Lab). *Fincor*-LKD mice were generated as previously reported (Zhao et al., 2018). Briefly, Cas9 transgenic mice (JAX #024858) were injected via the tail vein with adenoviruses (approximately 5×10^8^ PFU) expressing two sgRNAs targeting *Fincor* (sgRNA1: *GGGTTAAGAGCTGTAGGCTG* and sgRNA2: ACTTCTATGTCCAACAACCG). The sequences of sgRNAs were designed using a CRISPR design tool (http://crispr.mit.edu/).

Mice were given a single dose of vehicle or 30 mg/kg GW4064 (in corn oil, Tocris Bioscience, #2473) after overnight fasting. Mice were treated with 0.5 mg/kg tropifexor (in corn oil, MedChem Express, HY-107418), 30 mg/kg cilofexor (in corn oil, MedChemExpress, HY-109083), 100 mg/kg fexaramine (in 0.5% methylcellulose, MedChem Express, HY-10912), and 20 mg/kg OCA (in 0.5% methylcellulose, MedChem Express, HY-12222) as indicated. C57BL6 mice were fed with a chow diet containing 0.5% CA for 6 hr (Jung et al., 2020).

To induce cholestasis, mice were treated by gavage with 75 mg/kg ANIT for 48 hr as previously reported (Jung et al., 2020; Kim et al., 2016; Kim et al., 2020). Cholestasis was also induced by BDL or sham operation in mice for 24 hr or 72 hr (Li et al., 2018).

To induce dietary obesity, mice were fed an HFD (TD88137; Harlan Teklad) or an HFD with 25% fructose in water (high fat/high fructose) for 12 weeks (Seok et al., 2021).

To investigate the effect of liver-specific downregulation of *Fincor* on NASH, male Cas9 mice were fed the AMLN diet (Research Diets, D09100310, 40 kcal% fat, 2% cholesterol, 20 kcal% fructose) for 12 weeks and then, were injected with adenovirus expressing control sgRNA or sgRNA targeting *Fincor*. Administration of tropifexor was started 3 days later and given at 0.3 mg/kg dissolved in corn oil.

For all the mice experiments, the mice were randomly assigned to control group or treatment groups as needed.

### RNA-seq

C57BL/6 mice were fasted overnight and i.p. injected with vehicle or GW4064 (30 mg/kg) for 1 hr, and livers were collected (n=4 mice for either vehicle or treated group). Total RNA from each liver was extracted by RNeasy kit (QIAGEN), and two randomly selected mice liver RNAs were pooled for RNA-seq (two RNA-seq reactions from four mice livers for either vehicle or treated group). RNA-seq was performed as previously described (Byun et al., 2018; Byun et al., 2020; Seok et al., 2018). Ribosomal RNA was removed with the Ribozero HMR Gold kit (Illumina). The sequencing library was generated by the following methods described below.

### Construction of strand-specific RNA-seq libraries

Construction of the RNA-seq libraries and sequencing on the Illumina NovaSeq 6000 were performed at the Roy J. Carver Biotechnology Center at the University of Illinois at Urbana-Champaign. After DNase digestion, purified total RNAs were analyzed on a Fragment Analyzer (Agilent) to evaluate RNA integrity. The total RNAs were converted into individually barcoded polyadenylated mRNA-seq libraries with the Kapa HyperPrep mRNA kit (Roche). Libraries were barcoded with Unique Dual Indexes which have been developed to prevent index switching. The adaptor-ligated double-stranded cDNAs were amplified by PCR for eight cycles with the Kapa HiFi polymerase (Roche). The final libraries were quantitated with Qubit (Thermo Fisher) and the average cDNA fragment sizes were determined on a Fragment Analyzer. The libraries were diluted to 10 nM and further quantitated by qPCR on a CFX Connect Real-Time qPCR system (Bio-Rad) for accurate pooling of barcoded libraries and maximization of number of clusters in the flowcell.

### Sequencing of libraries in the NovaSeq

The barcoded RNA-seq libraries were loaded on one SP lane on a NovaSeq 6000 for cluster formation and sequencing. The libraries were sequenced from one end of the fragments for a total of 100 bp. The fastq read files were generated and demultiplexed with the bcl2fastq v2.20 Conversion Software (Illumina, San Diego, CA, USA). The quality of the demultiplexed fastq files was evaluated with the FastQC software, which generates reports with the quality scores, base composition, k-mer, GC and N contents, sequence duplication levels, and overrepresented sequences.

### GRO-seq

To harvest the nuclei from mouse liver cells, the liver was harvested at indicated time and washed with a cold swelling buffer (10 mM Tris-HCl, pH 7.5, 2 mM MgCl_2_, 3 mM CaCl_2_, 2 U/ml Superase-In). The nuclei were prepared by Dounce homogenization in cold swelling buffer and filtered using a cell strainer (100 μm, BD Biosciences). Nuclei were collected by centrifugation at 400 × *g* for 10 min, then resuspended in the lysis buffer (swelling buffer with 10% glycerol and 1% IGEPAL) and incubated on ice for 5 min. Nuclei were washed twice with the lysis buffer and resuspended at a concentration of 10^8^ nuclei/ml in the freezing buffer (50 mM Tris-HCl, pH 8.3, 40% glycerol, 5 mM MgCl_2_, 0.1 mM EDTA). We then followed our previous method (Li et al., 2013; Oh et al., 2021) to conduct nuclear run-on and GRO-seq library preparation. Briefly, the nuclei in freezing buffer were subjected to the nuclear run-on reaction by mixing with an equal volume of run-on buffer (10 mM Tris-HCl, pH 8.0, 5 mM MgCl_2_, 1 mM dithiothreitol, 300 mM KCl, 20 units of Superase-In, 1% sarkosyl, 500 µM ATP, GTP, Br-UTP, and 2 µM CTP) for 5 min at 30°C. The BrU-labeled run-on RNAs were extracted by TRIzol and purified by anti-BrdU agarose beads (Santa Cruz Biotech, sc-32323 AC). The run-on RNAs were then subjected to end repair by T4 PNK, poly-adenylation, and then to cDNA first strand synthesis by a custom primer (oNTI223) that allows circularization of the cDNA. This cDNA then was re-linearized by Ape1 (NEB), size selected by TBE gel electrophoresis, and the products of the desired size were excised (~320–350 bp) for final library prep and sequencing. GRO-seq samples were run on a NextSeq 500 sequencer from Illumina with a single-end 80 nt model.

### Histological analyses

For histology, tissues were dissected and immediately fixed in 10% formalin overnight and processed for paraffin embedding and H&E staining. Paraffin-embedded liver sections were incubated with F4/80 antibody, and antibody was detected using a peroxidase-based method (Abcam, ab64238). Liver collagen was detected by Sirius Red staining (Abcam, ab246832) and apoptosis was detected by TUNEL staining (Millipore, S7100). For Oil Red O staining, liver tissue was frozen in OCT compound (Sakura Finetek, 4583), sectioned, and stained. Liver sections were imaged with a NanoZoomer Scanner (Hamamatsu) and quantification was done using NIH ImageJ.

### Metabolic analyses

Hepatic levels of TG (Sigma, MAK266), cholesterol (Sigma, MAK043), glycogen (Biovision, K646-100), total BA levels (Diazyme, DZ042A), serum NEFA (Sigma, MAK044), serum ALT (Sigma, MAK052), and serum AST (Sigma, MAK055) were determined according to the manufacturer’s instructions. Mouse liver IL-1β (R&D Systems, MLB00C) and CCL2 (R&D Systems, DY479-05) were detected by commercially available ELISA kit.

### Liver samples of PBC and NAFLD patients

Liver specimens from normal organ donors, and patients with PBC or NAFLD were obtained from the Liver Tissue Procurement and Distribution System. The samples were unidentifiable, and thus, ethical approval was not required. Hepatic *XR_007061585.1* levels were measured by qPCR.

### Mouse liver ChIP

Liver ChIP assay was performed as described previously (Jung et al., 2020; Seok et al., 2018). Briefly, chromatin extracts were prepared from *Fxr-Flox* and *Fxr-LKO* mouse livers after treatment of the mice with GW4064 which was followed by preclearing and immunoprecipitation using control IgG or FXR antibody (Novus Biologicals, NBP2-16550; Santa Cruz, sc-25309), RXRα antibody (Proteintech, catalog no. 21218-1-AP), or BRD4 antibody (Bethyl Laboratories, catalog #A301-985A50). Enrichment in chromatin precipitates of gene sequences was measured by qPCR using primers listed (Supplementary file 5).

### PMHs and HepG2 cells

Primary hepatocytes were isolated from C57BL/6 mice by collagenase (Worthington Biochemical Corporation, LS004188) perfusion and maintained in William’s E Medium with primary hepatocyte maintenance supplements (Gibco #CM4000) in six-well plates as described previously (Jung et al., 2020; Kim et al., 2015). HepG2 cells were purchased from the American Type Culture Collection and grown in Dulbecco’s modified eagle medium containing 10% FBS and 1% penicillin and streptomycin. This cell line was not authenticated after purchase but routinely tested negative for mycoplasma contamination.

### Luciferase reporter assay

The enhancer region containing the FXR binding element was amplified by PCR and cloned into the pGL4.23 vector (Promega). HepG2 cells were transiently transfected with FXR (100 ng/well) and RXRα (5 ng/well) in combination with reporters containing the wild-type FXRE or mutated FXRE (200 ng/well) (Supplementary file 5). β-Galactosidase plasmid (200 ng/well) was also transfected as an internal control. Cells were treated with GW4064 or DMSO after transient transfection. Six hours later, the cells were harvested. All reporter assays were repeated at least three times in triplicates.

### RACE

5’ and 3’ RACE assays were performed using a SMARTer RACE kit (Clontech) according to the manufacturer’s instructions. The resulting PCR products were separated by electrophoresis in agarose gels and cloned into the pRACE vector provided by the kit. The transcription start sites and end sites of *Fincor* were determined by sequencing. The gene-specific primers used for 5’ and 3’ RACE are listed in Supplementary file 5.

### In vitro transcription and translation

Expression plasmids for luciferase and *Fincor* were mixed with a Coupled Reticulocyte Lysate System (Promega). After incubating at 30°C for 60 min, translated products were separated on 4–20% gradient SDS polyacrylamide gels and transferred to PVDF membranes. Chemiluminescent detection of in vitro translated protein was performed following the manufacturer’s protocol (Promega).

### RT-qPCR

Total RNA was extracted using the RNeasy Mini Kit (QIAGEN, 74104) and 2 µg of RNA was reverse-transcribed and RNA expression was normalized relative to that of 36B4. The qPCR primers are shown in Supplementary file 5.

### Subcellular fractionation

Using a Cytoplasmic and Nuclear RNA Purification Kit (Norgen, Thorold, ON, Canada), the cytoplasm and nucleus fractions from primary hepatocytes isolated from livers of mice treated with GW4064 or DMSO were separated, and both fractions were subjected to RNA extraction and qRT-PCR.

### Immunoblotting analysis

Total liver lysates were prepared as described before (Sun et al., 2022). Antibodies for immunoblotting for β-ACTIN (#4970) were purchased from Cell Signaling Technology. Antibodies for immunoblotting for FXR (sc-25309) were purchased from Santa Cruz.

### *Fincor* polyadenylation study

Total RNA was prepared using the RNeasy mini prep kit (QIAGEN). Poly(A)+ and poly(A)- RNA was separated using a Dynabeads mRNA Purification Kit (Thermo Fisher Scientific) according to the manufacturer’s instructions. Briefly, total RNA was incubated with the Dynabeads/binding buffer suspension at room temperature for 5 min and the reaction tubes were placed on a magnet until solution was clear. The supernatant containing poly(A)- RNA was saved. The beads with poly(A)+ RNA were washed three times with washing buffer provided by the kit. RNA was extracted from the supernatant and beads respectively using TRIzol. qPCR was performed to analyze levels of *Fincor* and 36b4 in the poly(A)+ and poly(A)- RNA fractions.

### Genomics analysis

RNA-seq and GRO-seq reads were mapped to the mouse reference genome mm10 with STAR aligner (Dobin et al., 2013). Transcript quantifications were done with the HOMER tool set (Heinz et al., 2010) and enhancer RNAs were identified based on H3K27ac ChIP-seq in mouse liver. Briefly, intergenic H3K27ac ChIP-seq peaks were selected as putative enhancer regions in mouse liver. Then ±3 kb regions around putative enhancers with RNA-seq signal (>1 RPKM [reads per kbp per million]) were considered as putative eRNAs in mouse livers. Overlapped eRNA regions were merged, and redundant ones were removed. In addition, any ±3 kb extended eRNA regions that overlapped with protein-coding genes were further removed to avoid transcriptional readthrough from genes. We used DESeq2 (Love et al., 2014) to identify significantly regulated eRNAs with a cutoff of (FDR <0.05, log_2_FC >1). Public ChIP-seq datasets were obtained from ENCODE or GEO (see Data availability).

### Statistical analysis

Statistical analysis was performed using GraphPad Prism 9. Statistical differences were evaluated using the two-tailed unpaired Student’s t-test for comparisons between two groups, or ANOVA and appropriate post hoc analyses for comparisons of more than two groups. Statistical methods and corresponding p-values for data shown in each panel are indicated in figure legends.

## Data Availability

All data generated or analyzed during this study are included in the manuscript and supporting files; RNA-seq and Gro-seq data were deposited in GEO under the accession number GSE221986. The following dataset was generated: ChenJ WangR XiongF SunH KemperB LiW KemperJK 2024An FXR-induced novel enhancer RNA, FincorNCBI Gene Expression OmnibusGSE221986 The following previously published datasets were used: BoergesenM GrossB van HeeringenSJ HagenbeekD BindesbøllC CaronS LalloyerF SteffensenKR NebbHI StunnenbergHG StaelsB MandrupS 2012Genome-wide profiling of LXR, RXR and PPARα in mouse liver reveals extensive sharing of binding sitesNCBI Gene Expression OmnibusGSE3526210.1128/MCB.06175-11PMC327298422158963 Iwafuchi-DoiM DonahueG KakumanuA WattsJA MahonyS PughBF LeeD KaestnerKH ZaretKS 2016Pioneer transcription factor FoxA maintains an accessible nucleosome configuration at enhancers for tissue-specific gene activation [ChIP-seq]NCBI Gene Expression OmnibusGSE7767010.1016/j.molcel.2016.03.001PMC482647127058788 ENCODE consortium 2011H3K27ac ChIP-SeqENCODEENCFF001KMI ENCODE consortium 2011H3K4me1 ChIP-SeqENCODEENCFF001KNF ThomasAM HartSN KongB FangJ ZhongXB GuoGL 2010FXR liver ChIP-SeqUCSCmouse genome

# Supplementary material for: Hammerhead-type FXR agonists induce an enhancer RNA Fincor that ameliorates nonalcoholic steatohepatitis in mice
**Source:** eLife. 2024 Apr 15;13:RP91438. doi: 10.7554/eLife.91438
**Supplement:** Supplementary file 3.

**Supplementary File 3a. Hepatic genome browser tracks of FXR, RXRα, LXR, PPARα, and HNF4α binding peaks at the *Fincor* locus.**

**Supplementary File 3b. PPARα occupancy in the *FincoR* enhancer region.** C57BL/6 male mice were fasted overnight with or without refeeding for 3 h and then sacrificed. ChIP assays were performed in liver samples to detect PPAR𝛂 occupancy at the FXR binding peak region close to the transcription start site of *FincoR*.

# Supplementary material for: Hammerhead-type FXR agonists induce an enhancer RNA Fincor that ameliorates nonalcoholic steatohepatitis in mice
**Source:** eLife. 2024 Apr 15;13:RP91438. doi: 10.7554/eLife.91438
**Supplement:** Supplementary file 4.

**Supplementary File 4: Predicted RNA binding proteins (RBPs) binding to *Fincor***

| RBP | Length | Motif | Domain | number of binding sites |
| --- | --- | --- | --- | --- |
| KHDRBS1 | 7 | UAAAAAG | KH | 1 |
| RBM38 | 7 | UUGUGUG, GUGUGUG | RRM | 3 |
| YBX2 | 7 | CACACCA | CSD | 11 |
| YBX3 | 7 | CACACCA | CSD | 11 |
| PCBP1 | 6 | CUUUCC | KH | 1 |
| KHSRP | 6 | UGCAUG | KH | 2 |
| PTBP1 | 6 | CUCUCU | RRM | 1 |
| PTBP2 | 6 | CUCUCU | RRM | 1 |
| 4KZD | 5 | GAAAC | N/A | 1 |
| 4KZE | 5 | GAAAC | N/A | 1 |
| 4Q9Q | 5 | GAAAC | N/A | 1 |
| DAZL | 5 | GUUCU | RRM | 6 |
| MSI1 | 5 | GUAGU | RRM | 1 |
| TLR3 | 5 | AAAGG | LRR;TIR | 12 |

# Supplementary material for: Hammerhead-type FXR agonists induce an enhancer RNA Fincor that ameliorates nonalcoholic steatohepatitis in mice
**Source:** eLife. 2024 Apr 15;13:RP91438. doi: 10.7554/eLife.91438
**Supplement:** Supplementary file 5.

Supplemental File 5. Primer sequences used in this study

Supplemental File 5a. List of primer sequences for mouse qRT-PCR

| **Gene** | **Forward Primer (5’-3’)** | **Reverse Primer (5’-3’)** |
| --- | --- | --- |
| *Fincor* | GCAAAGCACCTTCTAGCACA | GTCAGGGAGCTAACGAATGC |
| *Gcnt1* | GCATCGCATCCTGCTTTGATA | GGTCTGCCTTAACCCGACTC |
| *Nr0b2* | TCTGCAGGTCGTCCGACTAT | CAGGCAGTGGCTGTGAGAT |
| *Cyp7a1* | GGGATTGCTGTGGTAGTGAGC | GGTATGGAATCAACCCGTTGTC |
| *Cyp8b1* | CCTCTGGACAAGGGTTTTGTG | GCACCGTGAAGACATCCCC |
| *Srebp1c* | GCAGCCACCATCTAGCCTG | CAGCAGTGAGTCTGCCTTGAT |
| *Lpin1* | CATGCTTCGGAAAGTCCTTCA | GGTTATTCTTTGGCGTCAACCT |
| *Scd1* | TTCTTGCGATACACTCTGGTGC | CGGGATTGAATGTTCTTGTCGT |
| *Ifng* | GCG TCA TTG AAT CAC ACC TG | GAC CTG TGG GTT GTT GAC CT |
| *Ccl3* | TTCTCTGTACCATGACACTCTGC | CGTGGAATCTTCCGGCTGTAG |
| *Ccl2* | TTAAAAACCTGGATCGGAACCAA | GCATTAGCTTCAGATTTACGGGT |
| *Ccr2* | AAGAGGGCATTGGATTCACCACA | GCCGTGGATGAACTGAGGTAACA |
| *Lcn2* | GCAGGTGGTACGTTGTGGG | CTCTTGTAGCTCATAGATGGTGC |
| *Col1a1* | ATCGGTCATGCTCTCTCCAAACCA | ACTGCAACATGGAGACAGGTCAGA |
| *Col1a2* | CCTTTGTCAGAATACTGAGCAGC | GTAACTTCGTGCCTAGCAACA |
| *Acta2* | TCGGATACTTCAGCGTCAGGA | GTCCCAGACATCAGGGAGTAA |
| *Eda2r* | CACACTGCATAGTCTGCCCTC | GCCTTCTGGACCCGATTGA |
| *Fndc1* | GGGAGACATGGCAAACCTGT | TGGTAGGAGAGTATGTGGTGG |
| *Ctsb* | TCCTTGATCCTTCTTTCTTGCC | ACAGTGCCACACAGCTTCTTC |
| *Ctss* | GAAGTACGGCGTCTCATCTGG | CATGCCCACTTGGTAGGTATG |
| *Bcl2* | GTCGCTACCGTCGTGACTTC | CAGACATGCACCTACCCAGC |
| *36b4* | CCCTGAAGTGCTCGACATCA | TGCGGACACCCTCCAGAA |
| XR_007061585.1 | TTGTCATCAAGCCCTGTTCA | TCTGCTTTGTCTGAGGACCA |

Supplemental File 5b. List of primers used for mutagenesis

|  | Forward Primer (5’-3’) | Reverse Primer (5’-3’) |
| --- | --- | --- |
| Mutation | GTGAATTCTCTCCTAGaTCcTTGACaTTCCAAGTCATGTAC | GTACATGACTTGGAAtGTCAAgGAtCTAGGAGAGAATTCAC |

Supplemental File 5c. List of primer sequences for mouse ChIP-qPCR

| **Gene** | **Forward Primer (5’-3’)** | **Reverse Primer (5’-3’)** |
| --- | --- | --- |
| *Fincor* | TCCTAGGTCTTTGACCTTCCAA | TGTGCCCACTGGTGAAATAG |
| Non-specific region | GTGTACACGCCCAAACTTGA | GTTCACCTCTCTAGCTCACCT |

Supplemental File 5d. List of primer used for RACE

|  | **Gene specific primer (5’-3’)** |
| --- | --- |
| 5’RACE | GATTACGCCAAGCTT GGGAACTCACGTCTGGAAGCAGAAGCTG |
| 3’RACE | GATTACGCCAAGCTT GGACACTCGGGAATTGACAGTGGGTCAGG |
| 3’RACE nest primer | GATTACGCCAAGCTT GTGGGGGATAGCACAAGCGCCAGGATGC |

Supplemental File 5e. List of primer used for genotyping

|  | **Forward Primer (5’-3’)** | **Reverse Primer (5’-3’)** |
| --- | --- | --- |
|  | GTGATTTCCTTTCCCACAGC | GTCAGGGAGCTAACGAATGC |

# Supplementary material for: Hammerhead-type FXR agonists induce an enhancer RNA Fincor that ameliorates nonalcoholic steatohepatitis in mice
**Source:** eLife. 2024 Apr 15;13:RP91438. doi: 10.7554/eLife.91438
**Supplement:** MDAR checklist

**Materials Design Analysis Reporting (MDAR)**

**Checklist for Authors**

The [MDAR framework](https://osf.io/xfpn4/) establishes a minimum set of requirements in transparent reporting mainly applicable to studies in the life sciences.

*eLife* asks authors to **provide detailed information within their article** to facilitate the interpretation and replication of their work. Authors can also upload supporting materials to comply with relevant reporting guidelines for health-related research (see [EQUATOR Network](http://www.equator-network.org/%20)), life science research (see the [BioSharing Information Resource](http://biosharing.org/)), or animal research (see the [ARRIVE Guidelines](http://www.plosbiology.org/article/info:doi/10.1371/journal.pbio.1000412) and the [STRANGE Framework](https://doi.org/10.1038/d41586-020-01751-5); for details, see *eLife*’s [Journal Policies](https://reviewer.elifesciences.org/author-guide/journal-policies)). Where applicable, authors should refer to any relevant reporting standards materials in this form.

For all that apply, please note **where in the article** the information is provided. Please note that we also collect information about data availability and ethics in the submission form.

**Materials:**

| **Newly created materials** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| The manuscript includes a dedicated "materials availability statement" providing transparent disclosure about availability of newly created materials including details on how materials can be accessed and describing any restrictions on access. | Materials and methods |  |
|  |  |  |
| **Antibodies** | **Indicate where provided: section/figure legend** | **N/A** |
| For commercial reagents, provide supplier name, catalogue number and [RRID](https://scicrunch.org/resources), if available. | Materials and methods |  |
|  |  |  |
| **DNA and RNA sequences** | **Indicate where provided: section/figure legend** | **N/A** |
| Short novel DNA or RNA including primers, probes: Sequences should be included or deposited in a public repository. | Supplementary File 5 |  |
|  |  |  |
| **Cell materials** | **Indicate where provided: section/figure legend** | **N/A** |
| Cell lines: Provide species information, strain. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. | Materials and methods |  |
| Primary cultures: Provide species, strain, sex of origin, genetic modification status. | Materials and methods |  |
|  |  |  |
| **Experimental animals** | **Indicate where provided: section/figure legend** | **N/A** |
| Laboratory animals or Model organisms: Provide species, strain, sex, age, genetic modification status. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. | Material and methods/figure legends |  |
| Animal observed in or captured from the field: Provide species, sex, and age where possible. |  | N/A |
|  |  |  |
| **Plants and microbes** | **Indicate where provided: section/figure legend** | **N/A** |
| Plants: provide species and strain, ecotype and cultivar where relevant, unique accession number if available, and source (including location for collected wild specimens). |  | N/A |
| Microbes: provide species and strain, unique accession number if available, and source. | Material and methods |  |
|  |  |  |
| **Human research participants** | **Indicate where provided: section/figure legend) or state if these demographics were not collected** | **N/A** |
| If collected and within the bounds of privacy constraints report on age, sex, gender and ethnicity for all study participants. |  | N/A |

**Design:**

| **Study protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| If the study protocol has been pre-registered, provide DOI. For clinical trials, provide the trial registration number OR cite DOI. |  | N/A |
|  |  |  |
| **Laboratory protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| Provide DOI OR other citation details if detailed step-by-step protocols are available. |  | N/A |
|  |  |  |
| **Experimental study design (statistics details) *** | | |
| **For in vivo studies: State whether and how the following have been done** | **Indicate where provided: section/figure legend. If it could have been done, but was not, write “not done”** | **N/A** |
| Sample size determination | not done |  |
| Randomisation | Materials and methods |  |
| Blinding | not done |  |
| Inclusion/exclusion criteria | not done |  |
|  |  |  |
| **Sample definition and in-laboratory replication** | **Indicate where provided: section/figure legend** | **N/A** |
| State number of times the experiment was replicated in the laboratory. | Figure legends |  |
| Define whether data describe technical or biological replicates. | Figure legends |  |
|  |  |  |
| **Ethics** | **Indicate where provided: section/submission form** | **N/A** |
| Studies involving human participants: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. | Liver specimens from normal organ donors, and patients with PBC or NAFLD were obtained from the Liver Tissue Procurement and Distribution System at University of Minnesota (NIH Contract # HHSN276201200017C). The samples were unidentifiable, and thus, ethical approval was not required. |  |
| Studies involving experimental animals: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. | Material and methods |  |
| Studies involving specimen and field samples: State if relevant permits obtained, provide details of authority approving study; if none were required, explain why. |  | N/A |
|  |  |  |
| **Dual Use Research of Concern (DURC)** | **Indicate where provided: section/submission form** | **N/A** |
| If study is subject to dual use research of concern regulations, state the authority granting approval and reference number for the regulatory approval. |  | N/A |

**Analysis:**

| **Attrition** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| Describe whether exclusion criteria were pre-established. Report if sample or data points were omitted from analysis. If yes, report if this was due to attrition or intentional exclusion and provide justification. |  | N/A |
|  |  |  |
| **Statistics** | **Indicate where provided: section/figure legend** | **N/A** |
| Describe statistical tests used and justify choice of tests. | Materials and methods/figure legends |  |
|  |  |  |
| **Data availability** | **Indicate where provided: section/submission form** | **N/A** |
| For newly created and reused datasets, the manuscript includes a data availability statement that provides details for access (or notes restrictions on access). | Submission form |  |
| When newly created datasets are publicly available, provide accession number in repository OR DOI and licensing details where available. | Submission form |  |
| If reused data is publicly available provide accession number in repository OR DOI, OR URL, OR citation. | Submission form |  |
|  |  |  |
| **Code availability** | **Indicate where provided: section/figure legend** | **N/A** |
| For any computer code/software/mathematical algorithms essential for replicating the main findings of the study, whether newly generated or re-used, the manuscript includes a data availability statement that provides details for access or notes restrictions. |  | N/A |
| Where newly generated code is publicly available, provide accession number in repository, OR DOI OR URL and licensing details where available. State any restrictions on code availability or accessibility. |  | N/A |
| If reused code is publicly available provide accession number in repository OR DOI OR URL, OR citation. |  | N/A |

**Reporting:**

The MDAR framework recommends adoption of discipline-specific guidelines, established and endorsed through community initiatives.

| **Adherence to community standards** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| State if relevant guidelines (e.g., ICMJE, MIBBI, ARRIVE, STRANGE) have been followed, and whether a checklist (e.g., CONSORT, PRISMA, ARRIVE) is provided with the manuscript. |  | N/A |

* We provide the following guidance regarding transparent reporting and statistics; we also refer authors to [Ten common statistical mistakes to watch out for when writing or reviewing a manuscript](https://doi.org/10.7554/eLife.48175).

**Sample-size estimation**

- You should state whether an appropriate sample size was computed when the study was being designed
- You should state the statistical method of sample size computation and any required assumptions
- If no explicit power analysis was used, you should describe how you decided what sample (replicate) size (number) to use

**Replicates**

- You should report how often each experiment was performed
- You should include a definition of biological versus technical replication
- The data obtained should be provided and sufficient information should be provided to indicate the number of independent biological and/or technical replicates
- If you encountered any outliers, you should describe how these were handled
- Criteria for exclusion/inclusion of data should be clearly stated
- High-throughput sequence data should be uploaded before submission, with a private link for reviewers provided (these are available from both GEO and ArrayExpress)

**Statistical reporting**

- Statistical analysis methods should be described and justified
- Raw data should be presented in figures whenever informative to do so (typically when N per group is less than 10)
- For each experiment, you should identify the statistical tests used, exact values of N, definitions of center, methods of multiple test correction, and dispersion and precision measures (e.g., mean, median, SD, SEM, confidence intervals; and, for the major substantive results, a measure of effect size (e.g., Pearson's r, Cohen's d)
- Report exact p-values wherever possible alongside the summary statistics and 95% confidence intervals. These should be reported for all key questions and not only when the p-value is less than 0.05.

**Group allocation**

- Indicate how samples were allocated into experimental groups (in the case of clinical studies, please specify allocation to treatment method); if randomization was used, please also state if restricted randomization was applied
- Indicate if masking was used during group allocation, data collection and/or data analysis

How the deposited data were processed for this re-analysis (not part of the article)

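The values are RPKM computed by the authors, with reads mapped to mm10 by STAR 2.7.3a and genes quantified with HOMER; bcl2fastq and FastQC are also named in the submitters' processing notes. They were not normalised again for the tests. The analysis used R 4.3.3 with limma 3.58.1 and statmod 1.5.0, and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.
All 8 libraries of the table were used: 4 of RNA-seq, with 2 per treatment, and 4 of GRO-seq, with 1 per genotype and treatment. The RNA-seq of livers with Fincor knockdown was not analysed here, and eRNA regions were not analysed here. RNA-seq and GRO-seq values were compared across genes only through their changes. RNA-seq rows span introns, so they do not measure mature RNA alone.
RNA-seq genes were kept at a mean of at least 0.5 RPKM over the 4 libraries. A linear model with treatment as its only term was fitted to log2(RPKM + 0.1) with limma, with eBayes at trend=TRUE and robust=FALSE, and p-values were adjusted by Benjamini-Hochberg with a threshold of adjusted p under 0.05. Intervals are 95% intervals of the fitted change.
Genes named in the text follow a rule set before the values were seen, with an addition given below. The rule takes every measured gene that the paper names, and Nr1h4. In RNA-seq it takes the 12 largest and 12 smallest changes past the threshold. These are chosen among genes whose GW4064 values both lie on one side of both vehicle values. It adds the 4 members with the smallest p of each gene list. In GRO-seq it takes the 8 largest and 8 smallest Fxr-Flox ratios among genes with a mean of at least 1 RPKM. Outside this rule, members of certain lists were added whatever their p. These lists are known FXR-induced genes, bile acid synthesis, the Fincor neighbours and the genes next to GW4064-induced and GW4064-reduced eRNAs. Predicted genes, RIKEN clones and small RNAs under 300 bases were left out of the ranked choices. The 199 genes named in this way are a chosen set, and their values do not describe the average gene. Some genes that meet the rule are not reported here by name, but they stay in every test and count.
Gene lists were also written before the values were seen, 29 in all. They cover known FXR-induced genes, bile acid synthesis, bile acid and organic anion transport, cholesterol synthesis and uptake, cholesterol homeostasis, fatty acid and triglyceride synthesis, fatty acid oxidation and PPARα targets, peroxisomal and very long-chain fatty acid metabolism, glucose and glycogen metabolism, autophagy, immediate early and stress-responsive genes, heat shock genes, acute phase and inflammation, xenobiotic metabolism and the circadian clock. Markers form 8 lists: hepatocytes, pericentral hepatocytes, periportal hepatocytes, Kupffer cells, stellate cells, sinusoidal endothelial cells, cholangiocytes and other blood cells. The remaining lists are the fibrosis, inflammation and cell death genes of the paper, the Fincor neighbours, the genes next to GW4064-induced and GW4064-reduced eRNAs, and the genes higher and lower after Fincor knockdown. Lists were tested with camera at a preset inter-gene correlation of 0.01 and adjusted over the 29 lists, with an estimated correlation and fry as alternatives.
GRO-seq ratios are log2 of GW4064 over vehicle after adding 0.1 RPKM, for genes with a mean of at least 0.5 RPKM over the 4 GRO-seq libraries. Genes were counted as changed by 2-fold only with at least 20 reads in a library of the pair. List medians were placed among 10000 random lists matched on mean expression in 20 bins. Without replicates no test was made, and differences between genotypes are given as values.
Other settings for RNA-seq, fixed before the values were seen, were an added 0.01 or 1 RPKM, filters at a mean of 0.1 or 1 RPKM and no filter, quantile normalization, median centring, eBayes with trend=FALSE or with robust=TRUE, the replicate number as a block, each library left out in turn, every transcript row, limma-voom on rebuilt reads, a 2-fold threshold and an adjusted p under 0.01. For GRO-seq they were the same added values and filters and median centring. A fit on rows of at least 300 bases, the same with limma-voom, and limma-voom with no filter were chosen after seeing the data.
Precision was checked on simulated counts with the depths and gene means of the 4 RNA-seq libraries and a single dispersion of 0.00122, in which 200 of 11406 fitted genes were changed. Limma-voom recovered 97% of genes changed by 1.5-fold and called 1 of 11206 unchanged genes, which is the ideal case in which its model holds.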

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

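The tests on Nr1h4 and on xenobiotic genes were chosen after their results were seen, and the test on adjacent genes was set down before. Expectations come from general knowledge of FXR.
Nr1h4 is not lower in the libraries labelled Fxr-LKO: their vehicle library exceeds that of Fxr-Flox by 0.15 on the log2 scale. If those mice had intact hepatic FXR, known FXR-induced genes should respond as in Fxr-Flox; their median ratio was 0.13, against 0.69 in Fxr-Flox, and 211 genes that rose in RNA-seq had 0.06 against 1.25. These values argue against intact hepatic FXR for the genes of both sets. For the known genes, the counting half-width of the median was 0.12 in the libraries labelled Fxr-LKO and 0.10 in Fxr-Flox. Of the 211 genes, 122 were above 0 in the libraries labelled Fxr-LKO, against 209 in Fxr-Flox. Going the other way, 2 of 17 known genes were still at least 2-fold higher there, against 8 in Fxr-Flox. With 1 library per condition, the spread between livers is not known. If a short part of the gene is deleted and the rest transcribed, the whole-gene value could stay at 0.15 or not. That stays open without exon counts. The FXR protein levels in Figure 2—figure supplement 1A are the paper's own measure of the deletion and were not analysed here.
Genes that rose in RNA-seq lie next to each other more often than under permutation. Rows under 300 bases were left out here, which left 10830 genes, of which 218 rose. In 38 of 10806 adjacent pairs both genes were higher, against a mean of 4.36 over 10000 permutations, none of which reached 38. Overlapping rows that share reads could produce such pairs, but 26 of them do not overlap (permuted mean 3.95), which argues against this for most. Transcription running on from an induced gene could also produce them, but 7 pairs are divergent (permuted mean 1.07), where it would not reach the neighbour. For the 19 tandem and convergent pairs it stays open, because reads between genes were not analysed here. Examples are Clic3 with Paxx and G6pc2 with Abcb11.
Genes of xenobiotic metabolism were higher with GW4064 in the libraries labelled Fxr-LKO, with a median log2 ratio of 0.55 over 14 genes, 13 of them above 0, against 0.32 in Fxr-Flox. Cyp2c29 went from 24.0 to 150.7 RPKM and Cyp3a11 from 28.7 to 113.2 RPKM in those libraries. A difference in scaling would move all genes, but the median over all genes was -0.024, which argues against it. A difference between the livers before treatment stays open, because there is 1 pair of libraries labelled Fxr-LKO.
Nr1h4 itself fell by 1.26 in RNA-seq, and its GRO-seq ratio in Fxr-Flox was -1.81.
Onecut1 had a GRO-seq log2 ratio of -3.74 in Fxr-Flox and 1.72 in the libraries labelled Fxr-LKO, a difference that was not tested. Its vehicle values already differed, at 8.005 RPKM in Fxr-Flox and 0.975 RPKM in the library labelled Fxr-LKO. In RNA-seq its log2 fold change was 0.15 (interval -1.19 to 1.48, adjusted p = 0.9 from limma). The GW4064 libraries lay on opposite sides of vehicle, at 0.609 and 1.66 RPKM against 0.893 and 0.924 RPKM. The sign of this change therefore rests on GW4064 replicate 2.
Hist1h4a had untested ratios of -2.42 and 2.59 in the same pairs, from 10 reads and 1 read in Fxr-Flox and 2 and 13 reads in the libraries labelled Fxr-LKO.
The paper uses its GRO-seq for eRNAs; over genes, 256 were at least 2-fold higher and 160 at least 2-fold lower with GW4064 in Fxr-Flox.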

How the results depend on the processing

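The fits on rows of at least 300 bases and limma-voom with no filter were chosen after seeing the data; all other settings were planned.
The number of genes called depended on the setting, from 243 higher and 131 lower by limma to 82 and 46 with no filter, 522 and 480 with limma-voom, 424 and 310 on rows of at least 300 bases, 642 and 637 on those rows with limma-voom, and 147 and 58 with limma-voom and no filter. A 2-fold threshold left 112 and 38, and an adjusted p under 0.01 left 0 and 0, the smallest being 0.01. Leaving out 1 library gave 0 to 32 genes higher and 0 to 11 lower. None of the 374 genes called changed sign in any setting.
With the replicate number as a block (replicate block), limma called 0 genes higher and 0 lower, with 2327 at an unadjusted p under 0.05 against 2416 without the block and 1002 adjusted calls by limma-voom. The replicate numbers are only labels: deviations of equal numbers had a correlation of -0.0215 over 11408 genes and of 0.0698 over 2139 genes of at least 5 RPKM.
Of the gene lists, 7 passed camera, 0 with an estimated correlation (smallest unadjusted p 0.0503) and 4 passed fry, which tests against no change. Across refits with the preset correlation, 6 to 8 passed. Cholesterol synthesis and uptake passed in 12 of 18 such fits and ranged from an adjusted p of 4.74e-06 without GW4064 replicate 1 to a reversed 0.929 without GW4064 replicate 2.
For named genes, 2660 comparisons stayed the same, 406 were weaker, 118 stronger and 0 reversed. For lists, 556 stayed the same, 17 were weaker, 5 stronger and 1 reversed. GRO-seq ratios moved in 128 comparisons for Fxr-Flox and 14 for the libraries labelled Fxr-LKO.
The known FXR-induced median stayed at 0.63 to 0.79 in Fxr-Flox and 0.09 to 0.17 in the libraries labelled Fxr-LKO. Pearson's r with Fxr-Flox moved to 0.340 with an added 0.01 RPKM and 0.504 with an added 1 RPKM, and Spearman's rho to 0.539 with the filter at 0.1 RPKM and 0.599 at 1 RPKM. On rows of at least 300 bases, r moved furthest, to 0.729, and rho to 0.587; with the libraries labelled Fxr-LKO, r was 0.134 and rho 0.114.
Testing every transcript row moves nothing, because each symbol has a single row.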

Differences from the paper's values

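The paper reports 590 genes higher and 500 lower with GW4064, from DESeq2 at FDR under 0.05, and limma on the RPKM values called 243 and 131. Values within 1.5-fold of each other are called near here. Of the settings fixed beforehand, limma-voom on rebuilt reads came near both paper values with 522 and 480, and no other did. Among settings chosen after seeing the values, rows of at least 300 bases came near the higher count (424) but not the lower (310), rows of at least 300 bases with limma-voom came near both (642 and 637), and limma-voom with no filter came near neither (147 and 58). How many of the paper's own calls these settings keep was not analysed here.
The paper reports 5 eRNAs lower at FDR under 0.05 and a log2 fold change over 1. Read with the same thresholds, Supplementary file 1b holds 1 such eRNA among its 190. The higher eRNAs were 14 in the paper and 13 in that reading. At adjusted p under 0.05 alone the same table holds 14 higher and 6 lower, and with 1.5-fold as well, a threshold chosen after seeing the values, 14 and 5. No other setting fixed beforehand bears on this count.
The numbers of uniquely mapped reads in the paper exceed the rebuilt totals behind the RPKM values in every library. For RNA-seq vehicle replicate 1 the paper has 38072659 and the rebuilt total is 13932033, for GW4064 replicate 1 the paper has 40595856 against 13924464, for vehicle replicate 2 the paper has 38898913 against 14047255, and for GW4064 replicate 2 the paper has 39487241 against 13983902. For GRO-seq the paper has 30305910 against 14173717 for Fxr-Flox vehicle, 26116795 against 10593326 for Fxr-Flox GW4064, 14379417 against 5141669 for the vehicle library labelled Fxr-LKO, and 15008281 against 5069397 for its GW4064 counterpart. The rebuilt totals are 33.8% to 46.8% of the paper's. None of the settings bears on these totals.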

Other observations

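Of 19 immediate early and stress-responsive genes measured in RNA-seq, 3 rose (Ier2, Gadd45b and Gadd45g), none fell and 16 did not pass the test (6 higher when adjusted over the list alone; camera adjusted p = 2.7e-05; adjusted p = 0.833 with an estimated correlation; fry adjusted p = 0.241). Of 16 circadian clock genes, Bhlhe40 rose (0.73, adjusted p = 0.027), Hlf fell (-0.91, adjusted p = 0.02) and 14 did not pass the test (1 higher and 5 lower when adjusted over the list alone; camera adjusted p = 0.395). Socs3 (1.29, adjusted p = 0.014) and C3 (0.60, adjusted p = 0.036) rose among 20 acute phase and inflammation genes, of which 18 did not pass the test (2 higher when adjusted over the list alone; camera adjusted p = 1, upward, with a median of -0.05). Cyp2c29 (1.24, adjusted p = 0.041) and Por (0.55, adjusted p = 0.031) rose among 15 genes of xenobiotic metabolism, 13 of which did not pass the test (4 higher and 1 lower when adjusted over the list alone; camera adjusted p = 0.253). G6pc, which releases glucose from the hepatocyte, rose (0.57, adjusted p = 0.043) among 18 genes of glucose and glycogen metabolism, 17 of which did not pass the test (1 higher when adjusted over the list alone; camera adjusted p = 0.395). No member passed the test among 17 autophagy genes (median -0.12, camera adjusted p = 0.204) or 10 heat shock genes (median 0.03, camera adjusted p = 0.303), although 2 heat shock genes were higher when adjusted over the list alone.
Of 53 genes that the study found lower after Fincor knockdown, 39 were measured, of which 2 rose (Fbf1 and Igfbp2), 2 fell (Atoh8 and Mcc) and 35 did not pass the test (7 higher and 9 lower when adjusted over the list alone; camera adjusted p = 0.598). Of 18 genes higher after knockdown, 4 were measured and none passed the test (camera adjusted p = 0.427). The study chose both lists in other livers. In GRO-seq the genes lower after knockdown had a median log2 ratio of 0.23 in Fxr-Flox, at the 100th percentile of random lists. In the libraries labelled Fxr-LKO it was -0.26, at percentile 0. The 4 measured genes higher after knockdown had medians of -0.11 (percentile 50.3) and 0.27 (percentile 97.3) in the same pairs. Among the fibrosis, inflammation and cell death genes of the paper, 6 of 13 were measured and none passed the test (camera adjusted p = 0.566), with log2 fold changes of 0.15 for Col1a1 and 0.09 for Col1a2. The pair of measured Fincor neighbours had a camera adjusted p of 0.561.
The marker lists had camera adjusted p of 0.395 for hepatocytes, 0.303 for pericentral and 0.108 for periportal hepatocytes, 0.561 for Kupffer cells, 0.168 for stellate cells, 0.745 for sinusoidal endothelial cells, 0.561 for cholangiocytes and 0.764 for other blood cells. In GRO-seq, Fxr-Flox medians were 0.73 for periportal hepatocytes (percentile 99.7), 0.27 for Kupffer cells (98.9) and 0.21 for sinusoidal endothelial cells (99.1). In the libraries labelled Fxr-LKO these were -0.0, -0.26 and -0.07. The other Fxr-Flox medians lay between percentiles 5.1 (other blood cells, -0.35) and 82.2 (cholangiocytes, 0.11). Some marker lists also lay near the ends of the random lists in the libraries labelled Fxr-LKO. Medians there were 0.36 for other blood cells (percentile 99.1) and 0.26 for stellate cells (96.4). They were -0.26 for both pericentral hepatocytes (1.9) and Kupffer cells (3.8), and the remaining marker lists lay between percentiles 29.3 and 81.3.
In the vehicle library labelled Fxr-LKO, against that of Fxr-Flox, Nr0b2 was lower by a log2 ratio of -4.10 (2 against 171 reads), Mfsd2a by -4.20 and Abcb11 by -1.85, whereas Cyp7a1 was at 1.78 and Cyp8b1, which sets the cholic acid share of bile acids, at 1.74. Genes of cholesterol synthesis and uptake had a median of 0.82 in this comparison, at the 100th percentile of random lists. The 17 known FXR-induced genes had a median of 0 in the same comparison (percentile 16.3) and the 15 genes of bile acid synthesis one of 0.12 (percentile 28.4), so the genes named here do not describe their lists. With 1 library each, none of this was tested. Within Fxr-Flox, GRO-seq medians after GW4064 were 0.48 for fatty acid oxidation and PPARα targets, 0.39 for peroxisomal genes, 0.63 for immediate early genes, 0.51 for heat shock genes, -0.34 for the circadian clock and -0.31 for bile acid synthesis, against 0.09, -0.18, 0.07, -0.08, 0.14 and -0.07 in the libraries labelled Fxr-LKO. Acute phase and inflammation genes had medians of 0.42 (percentile 99.9) and 0.1 (percentile 93.9) in the same pairs. Bcl6 and Pdgfrl fell in RNA-seq while their Fxr-Flox GRO-seq ratios were 0.12 and 0.67.
GRO-seq rows with many reads per base differed between libraries. The median log2 ratio of the vehicle library labelled Fxr-LKO to that of Fxr-Flox was 0.12 for 587 genes at 0.1 to 0.3 reads per base, 0.46 for 161 genes at 0.3 to 1, 0.75 for 66 genes at 1 to 3 and 1.00 for 36 genes above 3. In the same bins the ratio of GW4064 to vehicle was 0.08, 0.21, 0.38 and 0.41 in Fxr-Flox and 0.01, -0.01, 0.01 and -0.03 in the libraries labelled Fxr-LKO. Mir6236 held 13.6, 13.6, 12.7 and 12.8 reads per base in the 4 libraries and Rn45s 15.4, 14.9, 11.7 and 11.7. Rebuilt totals ran from 14173717 to 5069397 reads over the same libraries, so reads per base in these rows did not scale with depth. Changes of dense rows may therefore be understated, which was not tested.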
